# Gut microbiota dysbiosis affects intestinal sensitivity through epithelium-to-neuron signaling: novel insights from a colon organoid-based model to improve visceral pain therapy

**DOI:** 10.1080/19490976.2025.2547029

**Published:** 2025-09-03

**Authors:** Francesco Margiotta, Elena Lucarini, Alessandra Toti, Lorenzo Curti, Alessio Masi, Tommaso Mello, Gwenaelle Le Gall, Gianluca Mattei, Alberto Magi, David Vauzour, Guido Mannaioni, Lorenzo Di Cesare Mannelli, Carla Ghelardini

**Keywords:** Visceral pain, organoids, epithelial-neuronal signaling, microbiota, dysbiosis, DRG neurons, intestinal epithelium

## Abstract

Chronic gastrointestinal pain is a hallmark of most intestinal pathologies, yet effective treatments remain elusive given the complexity of the underlying mechanisms. Aiming to investigate the intestinal epithelium contribution to visceral pain modulation in dysbiosis context, we first demonstrated that intracolonic instillation of microbe-free fecal supernatants from mice with post-inflammatory dysbiosis induced by dextran sodium sulfate (FS^DSS^) provokes visceral hypersensitivity in recipient mice. Epithelium involvement in the response to FS^DSS^ was analyzed through a novel *in vitro* approach comprising murine epithelial colon organoids and primary dorsal root ganglia (DRG) neurons. FS^DSS^ treatment induced growth and metabolic impairment in colon organoids, which revealed a dysbiosis-driven epithelial dysfunction. Notably, the combination of FS^DSS^ and conditioned medium from FS^DSS^-treated colon organoids induced an increase in DRG neuron intrinsic excitability, along with greater immunoreactivity to c-Fos and calcitonin-gene related peptide, implicating an integrated role of both microbial and epithelial products in visceral sensitivity regulation. By investigating the underlying signaling, metabolomic analysis revealed reduced levels of short chain fatty acids in FS^DSS^, such as butyrate, acetate, valerate, and propionate. Moreover, transcriptomic analysis of FS^DSS^-treated colon organoids showed the dysregulated expression of several signaling factors by which intestinal epithelium may modulate sensory neuron excitability, including proteases, cytokines, neuromodulators, growth factors, and hormones. These findings provide novel insights into the role of gut epithelium in the modulation of sensory neuron excitability under dysbiosis conditions, emphasizing that targeting epithelial-neuronal signaling might represent a promising therapeutic strategy for visceral pain management.

## 1. Introduction

Visceral pain, as reported in irritable bowel syndrome (IBS) or inflammatory bowel diseases (IBD), is one of the most common reasons for patients with gastrointestinal disorders to seek medical advice.^1–3^ The plethora of actors involved in the regulation of visceral sensitivity, including gut microbiome, intestinal epithelium, immune system, and nervous system, makes the treatment of abdominal pain challenging,^4–8^ and explain the current absence of fully effective therapies.^2^ Pain signaling within the colon mainly arises from visceral primary afferent neurons (i.e. nociceptors), which convey the information from the thoracolumbar and lumbosacral dorsal root ganglia (DRG) to the central ascending pain pathways through the spinal cord.^9,10^

Gut dysbiosis emerges as an important driver in the onset and persistence of visceral hypersensitivity.^5,11,12^ Indeed, microbial-derived products (i.e., short chain fatty acids (SCFAs), bile acids and amines) can directly influence the activity of chemosensitive nociceptors,^13–16^ especially in the “leaky gut” conditions associated with several gastrointestinal diseases.^17–19^ Concurrently, the epithelium has been reported to mediate the effect of microbiota-derived factors on intestinal afferents.^7,20–22^ Epithelial functions are strongly influenced by microbiota composition and metabolism as evidenced by the expressions of many receptors that can sense the luminal content and drive the signaling to different intestinal partners, including afferent neurons.^7,23,24^ Noteworthy, the use of optogenetic approaches demonstrated the active role of gut epithelium in modulating visceral sensitivity,^25,26^ providing the rationale for thinking of the epithelium as a therapeutic target. In a pathological scenario, nociceptor stimulation by luminal- and epithelium-derived compounds results in neuronal sensitization, increased neurotransmission to spinal cord and neurogenic inflammation.^6,27^ In fact, the release of certain neurotransmitters, such as calcitonin gene-related peptide (CGRP), from sensory neurons can amplify pain transmission as well as boost the peripheral inflammatory response.^4,28,29^

However, if and how dysbiosis of gut microbiota can affect the epithelium-to-neuron signaling involved in visceral sensitivity regulation still needs to be elucidated. Indeed, although *in vivo* studies have reported the importance of intestinal epithelium in visceral pain, the crosstalk between epithelium and sensory neurons remains difficult to study due to the interference of numerous variables which do not permit the dissection of molecular signals among the different cell types inhabiting the gut.^30^

Starting from the *in vivo* demonstration that the intracolonic instillation of microbe-free fecal supernatants from mice with post-inflammatory dysbiosis induced by dextran sodium sulfate is enough to transfer visceral hypersensitivity into naïve recipient mice, our work aimed to assess the changes in colon epithelium metabolism and signaling determined by the dysbiosis condition and their impact on the intrinsic excitability of sensory neurons. This objective has been achieved by using an innovative *in vitro* approach, combining murine epithelial colon organoids and primary DRG neurons. Finally, our investigations revealed pharmacologically modulable mechanisms by which the colonic epithelium can influence neuronal sensitivity, offering novel targets for the development of new therapeutic strategies against gastrointestinal pain.

## 2. Materials and methods

### 2.1. Animals

Male C57BL/6N mice aged 6–8 weeks were purchased from Charles River Laboratories (Lecco, Italy). Animals were housed in CeSAL (Centro Stabulazione Animali da Laboratorio, University of Florence), kept at 23 ± 1°C with a 12 h light/dark cycle, light at 7 a.m., and were fed a standard laboratory diet (Teklad Global Diet; 18.5% proteins, 5.5% fat, #2018, Inotiv produced from Mucedola, Milan, Italy) and tap water *ad libitum*. All animal experiments were conducted in compliance with the Directive 2010/63/EU of the European parliament and of the European Union council (22 September 2010) on the protection of animals used for scientific purposes, as well as in accordance with the guidelines of the International Association for the Study of Pain (IASP). The ethical policy of the University of Florence complies with the Guide for the Care and Use of Laboratory Animals of the US National Institutes of Health (NIH Publication No. 85–23, revised 1996; University of Florence assurance number: A5278-01). The experiments received formal approval from the Italian Ministry of Health (No. 17E9C.N.B5Z and 1046/2023-PR) and from the Animal Subjects Review Board of the University of Florence. Animal experiments have been reported in accordance with the ARRIVE 2.0 guidelines.^31^ Every effort was made to minimize animal suffering and to reduce the number of animals used in the study.

### 2.2. Dextran sodium sulfate (DSS)-induced colitis and dysbiosis model

Experimental colitis and associated dysbiosis were induced following previously described methods with slight modifications.^32,33^ Briefly, mice were given 2.5% (w:v) dextran sodium sulfate (DSS) (AbMole BioScience, Houston, TX, USA) in tap water *ad libitum* for five days, followed by DSS-free tap water in the next three days. Control mice received tap water *ad libitum* for the duration of the experiment. All experiments were performed using the same lot of DSS (M9443-202416-1). Disease severity of fecal supernatant donors was monitored by percent body weight change and Disease Activity Index (DAI; assessing stool consistency, occult/gross bleeding, and weight loss) as described by Simeoli et al.^32^ with minor modifications. Body weight loss was scored as follows: 0 = no loss; 1 = 1–3%; 2 = 3–6%; 3 = 6–9%; 4 =  > 9%. Stool consistency was evaluated on a scale of 0 to 4: 0 = normal; 2 = loose stool; 4 = diarrhea. Fecal blood was assessed using the following scale: 0 = none; 2 = visible blood; 4 = gross bleeding (fresh perianal blood). The total DAI score, with a maximum value of 12, was used as an indicator of intestinal inflammatory activity (Figure S1).

### 2.3. Preparation of fecal supernatants (FS) for *in vivo* studies and intracolonic injection in mice

Fecal samples were collected from control and DSS-treated mice two and three days after the end of the DSS treatment, pooled and frozen at −80°C. On the day of injection, feces were homogenized in saline solution (100 mg/mL) and centrifuged at 700×g for 2 minutes. Fecal supernatants (FS) were collected and filtered through a 0.22 µm filter unit, to obtain microbe-free FS from healthy (FS^CTR^) and DSS-treated mice (FS^DSS^). Fresh FS (300 µL) were slowly intracolonically infused for 1 minute in mice under anesthesia (2% isoflurane) by using a flexible gavage needle (Instech Laboratories, Plymouth Meeting, PA, USA) inserted at 1 cm from the anus. Following completion of the procedure, animals were held inclined with their heads downwards for 1 minute in order to prevent fluid leakage from the rectum. FS injection in mice was performed once daily for 4 consecutive days. Control animals were infused with saline solution.

### 2.4. Assessment of visceral sensitivity by abdominal withdrawal reflex (AWR)

Behavioral responses to colorectal distension (CRD) were evaluated by measuring the abdominal withdrawal reflex (AWR) using a semiquantitative scoring system in conscious animals.^34^ Mice were anesthetized with 2% isoflurane (VIRBAC S.r.l., Milan, Italy) and a lubricated latex balloon connected to polyethylene tubing, assembled into an embolectomy catheter (Fogarty 4F; Edwards Lifesciences, Milan, Italy) and a water-filled syringe was inserted via the anus into the rectum and descending colon. The tubing was secured to the tail to maintain balloon placement. Following a 30-minute recovery period, abdominal withdrawal reflex (AWR) was assessed in conscious animals in response to graded CRD (50, 100, 150, and 200 µL). Blinded observers assigned AWR scores based on behavioral responses: no response (0); immobility with occasional head clenching at stimulus onset (1); mild abdominal muscle contraction without abdominal lifting (2); strong contraction with abdominal lifting (3); body arching with elevation of pelvic structures and scrotum (4). A 3-minute interval was maintained between consecutive distensions.

### 2.5. Assessment of visceral sensitivity by visceromotor response (VMR)

Visceromotor response (VMR) to CRD was employed as an objective measure of visceral sensitivity as previously described.^34^ Briefly, two electromyographic (EMG) electrodes were surgically implanted into the external oblique abdominal muscle under 2% isoflurane anesthesia (VIRBAC S.r.l., Milan, Italy) and exteriorized dorsally one week prior to testing. On the day of the experiment, a lubricated latex balloon connected to polyethylene tubing, assembled into an embolectomy catheter (Fogarty 4F; Edwards Lifesciences, Milan, Italy) and a water-filled syringe, was inserted via the anus into the rectum and descending colon of animals under 2% isoflurane anesthesia. The tubing was secured to the tail to maintain the balloon’s position. After a 30-minute recovery period, CRD was performed filling the syringe with graded water volumes (50, 100, 150, and 200 µL). EMG signals were acquired via a data acquisition system, amplified, filtered (Animal Bio Amp, ADInstruments, Oxford, UK), digitized (PowerLab 4/35, ADInstruments), and analyzed using LabChart 8 (ADInstruments). VMR magnitude was quantified by calculating the area under the curve (AUC) of the EMG signal during distension (30 s), subtracting the AUC from the baseline period (30 s), and expressing the result as a percentage increase from baseline. A 3-minute interval was maintained between successive distensions.

### 2.6. Murine colon organoid culture protocol

Murine colon organoids were obtained following the method described by Fan et al. with some adaptations.^35^ Briefly, the colon was removed from mice and washed with ice cold PBS supplemented with 100 U/mL penicillin and 100 µg/mL streptomycin (Merck, Milan, Italy). Crypts were isolated by a non-enzymatic reaction (20 mM EDTA in PBS for 35 minutes at 37°C) followed by vortexing to generate four different fractions. Crypts were then embedded in Matrigel® Growth Factor Reduced Basement Membrane Matrix (356231, Corning, Tewksbury, MA, USA) supplemented with 50 ng/mL Recombinant Murine EGF (Peprotech-Life Technologies, Milan, Italy), 500 ng/mL Recombinant Human R-Spondin-1 (Peprotech-Life Technologies, Milan, Italy), 100 ng/mL Recombinant Murine Noggin (Peprotech-Life Technologies, Milan, Italy), 100 ng/mL Recombinant Murine Wnt-3a (Peprotech-Life Technologies, Milan, Italy), *N*-2 Supplement (Gibco-Life Technologies, Milan, Italy), B-27 Supplement serum free (Gibco-Life Technologies, Milan, Italy) and 1 µM N-Acetyl-L-cysteine (Merck, Milan, Italy), and plated as 50 µL droplets in 24-well plates (Corning, Tewksbury, MA, USA) with a density of ~ 1000 crypts/well. After 30 minutes of Matrigel polymerization, organoid medium (Advanced DMEM/F-12 (ADF) (Gibco-Life Technologies, Milan, Italy) supplemented with 100 U/mL penicillin, 100 µg/mL streptomycin, 2 mM GlutaMax supplement (Gibco-Life Technologies, Milan, Italy), 10 µM HEPES, 50 ng/mL Recombinant Murine EGF, 500 ng/mL Recombinant Human R-Spondin-1, 50 ng/mL Recombinant Murine Noggin, 100 ng/mL Recombinant Murine Wnt-3A, *N*-2 Supplement, B-27 Supplement serum free and 1 µM N-Acetyl-L-cysteine) was added. The medium was changed every two-three days.

For passaging, Matrigel domes were disrupted with ice cold PBS, and organoids were collected in 15 mL tubes and centrifuged at 200×g, for 5 minutes at 4°C. This step was repeated twice. Isolated organoids were incubated with Cell Recovery solution (Corning, Tewksbury, MA, USA) for 30 minutes at 4°C to remove Matrigel. Then, ice cold PBS was added, and organoids were centrifuged twice at 100×g, for 5 minutes at 4°C. Where not specified, organoids were plated as 50 µL droplets in 24-well plates with a density of ~ 750 organoids/well. Organoids were maintained in humidified incubators at 37°C in 5% CO_2_. Experimental analysis on colon organoids were always performed after one passage step.

### 2.7. Primary murine dorsal root ganglia (DRG) neuron culture protocol

Primary murine dorsal root ganglia (DRG) neurons were obtained as described by Perner and Sokol with some adaptations.^36^ Briefly, the spinal column was removed from mice and cut frontally in half. All DRGs were collected in ice cold Dulbecco’s Modified Eagle Medium (DMEM) – high glucose (Merck, Milan, Italy), supplemented with 10% Fetal Bovine Serum (FBS) (Euroclone, Milan, Italy), 100 U/mL penicillin, 100 µg/mL streptomycin, and 2 mM L-Glutamine and then digested in an enzymatic solution consisting of 1.25 mg/mL Collagenase A (Merck, Milan, Italy) and 2.5 mg/mL Dispase II (Merck, Milan, Italy) for 30 minutes in the cell incubator. After the digestion, DRGs were triturated 10–20 times through three different needles (18, 23, and 26 gauge). Where not specified, around 2.5 × 10^3^ DRG neurons were plated on coverslips (Ø 13 mm) previously coated with 30 µL laminin (10 µg/mL) (Merck, Milan, Italy) in 24-well plate and cultured in Neurobasal-A medium (Gibco-Life Technologies, Milan, Italy) supplemented with 100 U/mL penicillin, 100 µg/mL streptomycin, 2 mM GlutaMax supplement, B-27 supplement serum free and 50 ng/mL Recombinant Murine β-NGF (Invitrogen-Life Technologies, Milan, Italy).

### 2.8. Preparation of fecal supernatants (FS) for *in vitro* studies and treatment

Fecal pellets were collected two and three days after the end of DSS treatment from healthy and DSS-treated mice, pooled and frozen at −80°C. Feces were homogenized in ADF supplemented with 100 U/mL penicillin, 100 µg/mL streptomycin, 2 mM GlutaMax supplement and 10 µM HEPES at 200 mg/mL and centrifuged at 700×g for 2 minutes. Fecal supernatants (FS) were collected and filtered through a 0.22 µm filter unit, to obtain microbe-free FS from healthy (FS^CTR^) and DSS-treated mice (FS^DSS^). 2% fresh FS (4 mg/mL) were immediately used to treat colon organoids or DRG neurons. For colon organoids, FS were added to freshly renewed organoid medium on days 3 and 5 from the seeding (day 1). For DRG neurons, FS treatments were fully done in organoid medium or undiluted conditioned medium from organoids for 48 hours, starting 24 hours after the isolation (see “2.9 Preparation of conditioned media (CM) from organoids and treatment”).

### 2.9. Preparation of conditioned media (CM) from organoids and treatment

After five days of treatment with FS^CTR^ and FS^DSS^, the organoid medium was totally replaced with fresh organoid medium. After 24 hours of conditioning, conditioned media (CM) from FS^CTR^-treated organoids (CM^FS CTR^) and FS^DSS^-treated organoids (CM^FS DSS^) were collected, centrifuged at 200×g for 5 minutes and transferred to new tubes. Undiluted CM were immediately used alone or supplemented with 4 mg/mL FS to treat DRG neurons for 48 hours, 24 hours after their isolation.

### 2.10. Colon organoid immunofluorescence and confocal imaging

~50 colon organoids/well were plated on μ-slide 8 well chambers (IBIDI, Gräfelfing, Germany) coated with 3 mg/mL of Matrigel and organoid medium was added. After overnight incubation, the medium was removed, organoids were washed with PBS and fixed with 4% paraformaldehyde for 10 minutes at room temperature. Fixed organoids were washed three times with PBS for 5 minutes before incubating them with the permeabilization solution (0.2% Triton X-100 in PBS) for 1 hour at room temperature. After permeabilization, organoids were incubated in blocking solution (5% bovine serum albumin (BSA) + 0.01% Triton X-100 in PBS) for 3 hours. Organoids were subsequently incubated with the following primary antibodies: 1:200 Goat anti-Mouse E-Cadherin (AF748, Lot CYG0420091, R&D Systems-Bio-Techne, Milan, Italy); 1:200 Rabbit anti-Mouse Mucin 2 (GTX100664, Lot 44,447, GeneTex, Irvine, CA, USA); 1:100 Rabbit anti-Mouse Carbonic Anhydrase IV (PA5-81329, Lot WA3152375A, Invitrogen-Life Technologies, Milan, Italy); 1:200 Rabbit anti-Mouse Chromogranin A (NB120-15160, Lot C-2, Novus Biologicals-Bio-Techne, Milan, Italy), and 1:200 Rabbit anti-Mouse LGR5 (GTX130204, Lot 42,060, GeneTex, Irvine, CA, USA) in blocking solution overnight at 4°C. The following day, organoids were washed three times with PBS for 5 minutes and then they were incubated in the dark with the following secondary antibody: 1:500 Donkey anti-Goat IgG Alexa Fluor™ 568 (A-11057, Invitrogen-Life Technologies, Milan, Italy) and 1:500 Goat anti-Rabbit IgG Alexa Fluor™ 488 (A-11034, Invitrogen-Life Technologies, Milan, Italy) in blocking solution for 2 hours at room temperature. After three PBS washes for 5 minutes, organoids were incubated with DAPI, a nuclei-marker, for 5 minutes at room temperature. Negative control samples (no exposure to the primary antisera) were processed concurrently with the other organoids for all immunohistochemical studies. The images were acquired using the confocal microscope Leica SP8 AOBS equipped with a supercontinuum white light laser (WLL) (Leica Microsystems, Mannheim, Germany) through a 20× objective.

### 2.11. Colon organoid and DRG neuron viability assay

Cell viability was evaluated by the reduction of 3-(4,5-dimethylthiozol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) (Merck, Milan, Italy).

Colon organoids were plated as 7 µL droplets at a density of ~ 100 organoids/well in 96-well plates. At the end of the treatment, colon organoids were incubated for 3 hours in the cell incubator with 1 mg/mL MTT in phenol red-free DMEM (Merck, Milan, Italy). Matrigel domes were dissolved by incubating organoids with 2% sodium dodecyl sulfate (SDS) (Merck, Milan, Italy) for 2 hours in the cell incubator and then the colored formazan crystals were dissolved with dimethyl sulfoxide (DMSO) (Merck, Milan, Italy) for 1 hour. Absorbance was measured at 570 nm and normalized on the numbers of organoids counted subsequently in each well. Values were measured in at least six wells for each condition in three experimental replicates.

Around 2 × 10^3^ DRG neurons were plated in laminin-coated 96-well plate and cultured in Neurobasal-A medium supplemented with 100 U/mL penicillin, 100 µg/mL streptomycin, 2 mM GlutaMax supplement, B-27 supplement serum free and 50 ng/mL Recombinant Murine β-NGF. At the end of the treatment, DRG neurons were incubated for 45 minutes in the cell incubator with 1 mg/mL MTT in phenol red-free DMEM/F12 (Gibco-Life Technologies, Milan, Italy). The colored formazan crystals were dissolved with DMSO for 10 minutes on an orbital shaker. Absorbance was measured at 570 nm. Values were measured in three-five technical replicates.

### 2.12. Morphometric analysis of colon organoids

The bright-field images of organoids were taken using an optical microscope equipped with a Nikon D5000 camera (Nikon, Amstelveen, The Netherlands). Five fields of view at 20× containing one organoid for each well, and an average of six wells were analyzed for each condition in five replicates. ImageJ software (Nation Institutes of Health, USA) was used to measure the growth area of each organoid (in µm^2^).

### 2.13. Electrophysiological recordings on DRG neurons

Whole-cell electrophysiological recordings were performed on DRG neurons, cultured on Ø 13 mm coverslips, previously exposed to FS and/or CM for 48 hours. Single coverslips were transferred to a flow chamber perfused with an extracellular solution composed of (in mM): NaCl (140), CaCl2 (2), MgCl2 (1), KCl (3), HEPES (10), D-(+) glucose (10) (pH 7.3–7.4 with NaOH). The flow chamber was positioned under the objective of an upright microscope (Nikon Eclipse E600FN, Nikon, Amstelveen, The Netherlands) equipped with infrared digital imaging. Patch-clamp pipettes were made from thin-walled borosilicate capillaries (Harvard Apparatus, Holliston, MA, USA) using a vertical puller (Narishige PP830) (Narishige International Limited, London, UK) and back-filled with an intracellular solution composed of (in mM): K+ gluconate (120), KCl (15), HEPES (10), EGTA (1), MgCl2 (2), Na2 phosphocreatine (5), NaGTP (0.3), MgATP (4) (pH 7.3–7.4), resulting in a bath resistance of 3–5 MΩ. Electrical signals were sampled at 10 kHz and low-pass filtered at 3 kHz with an AxonMulticlamp 700B (Molecular Devices, Sunnyvale, CA, USA). DRG neurons were characterized for each experimental condition by measuring passive properties such as membrane resistance, membrane capacitance and resting membrane potential. Intrinsic excitability was studied by measuring the number and threshold of action potentials generated in response to square current clamp pulses of increasing amplitude (25 pA, 1 s step). Six-twelve neurons were analyzed for each condition in four experimental replicates.

### 2.14. DRG neuron immunofluorescence and imaging

At the end of the treatment, DRG neurons were washed with PBS and fixed with 4% paraformaldehyde for 15 minutes at room temperature. Fixed neurons were washed three times with PBS for 5 minutes before incubating them with the permeabilization solution (0.3% Triton X-100 in PBS) for 10 minutes at room temperature. After permeabilization, DRG neurons were incubated in blocking solution (0.5% BSA + 0.3% Triton X-100 in PBS) for 30 minutes. Then, cells were incubated with the following primary antibodies: 1:100 Rabbit anti-Mouse c-Fos (BS-0469 R, Lot AI08094815, Bioss Antibodies, Woburn, MA, USA), 1:500 Goat anti-Mouse CGRP (PA1-85250, Lot XL3781521A, Invitrogen-Life Technologies, Milan, Italy) and 1:100 biotin-conjugated isolectin B4 (IB4) from *Griffonia simplicifolia* (I21414, Lot 2,349,068, Invitrogen-Life Technologies, Milan, Italy) in blocking solution overnight at 4°C. The following day, DRG neurons were washed three times with PBS for 5 minutes and then they were incubated in the dark with 1:500 Donkey anti-Goat IgG Alexa Fluor™ 568 (A-11057, Invitrogen-Life Technologies, Milan, Italy) in blocking solution for 2 hours at room temperature. After 3 washing steps with PBS for 5 minutes, the slides were incubated in the dark for further 2 hours at room temperature with 1:500 Goat anti-Rabbit IgG Alexa Fluor™ 488 (A-11034, Invitrogen-Life Technologies, Milan, Italy) and 1:500 Streptavidin Alexa Fluor™ 647 conjugate (S21374, Invitrogen-Life Technologies, Milan, Italy) in blocking solution. After three PBS washes for 5 minutes, the slides were mounted using Fluoroshield™ with DAPI (Merck, Milan, Italy). Negative control samples (no exposure to the primary antisera) were processed concurrently with the other neurons for all immunohistochemical studies. Images were acquired using a motorized Leica DM6000 B microscope equipped with a DFC350FX camera (Leica Microsystems, Mannheim, Germany). Two-five fields of view at 20× for each slide, and an average of 4–6 different slides were used for the quantitative analysis of c-Fos and CGRP, while images at 40× were acquired for the illustrative panel.

Quantitative analysis of c-Fos and CGRP was performed using ImageJ software.^37^ Region of interests (ROI) manager was used to identify each neuron. The fluorescence intensity was measured for each ROI, and the background signal was removed for each channel. The mean of the ROI fluorescence intensities was calculated for each slide and the results are reported as the mean of the mean of 4–6 different slides for each condition.

Subpopulation analysis was performed by classifying DRG neurons in four subpopulations according to the CGRP expression or IB4 binding ability: peptidergic C fibers (CGRP^+^),^38^ non-peptidergic C fibers (IB4^+^),^39^ Aδ fibers (IB4^+^/CGRP^+^) and double negative fibers, that could represent the Aβ fibers (IB4^−^/CGRP^−^).^40^ For each marker, all neurons with a fluorescence intensity greater than the 25^th^ percentile of the fluorescence intensity distribution were regarded as positive to the staining. c-Fos fluorescence intensity was measured in stained cells of each subpopulation and reported as the median of the fluorescence intensity distribution.

### 2.15. RNA sequencing and bioinformatics

At the end of the treatments, colon organoids were harvested in 15 mL tubes after disrupting Matrigel domes with ice cold PBS. Organoids were centrifuged three times at 200×g, for 5 minutes at 4°C, and then they were incubated with Cell Recovery solution for 30 minutes at 4°C to remove Matrigel. Then, ice cold PBS was added again, and organoids were centrifuged two times at 200×g, for 5 minutes at 4°C. Organoid pellets were immediately frozen at −80°C and shipped to BGI Tech Solutions (Hong Kong, China) for RNA extraction, library construction and RNA sequencing. Four replicates for each condition were used for this analysis. Concentration and quality of the extracted RNA were analyzed through the Bioanalyzer 2100 System (Agilent Technologies, Santa Clara, CA, USA). Amplification and library construction were performed following the pipeline for DNBSEQ Eukaryotic Stranded Transcriptome Sequencing. Sequencing was performed using a DNBSEQ platform (DNBSEQ Technology), generating 30 million paired-end reads with 150 base pairs.

FastQC (0.11.5) was employed to assess the quality of RNA sequencing data. Raw counts for each condition were obtained using Salmon (1.10.1) with paired-end FASTQ files, utilizing the *Mus musculus* GRCm39 reference transcriptome. Raw counts were imported into R using the tximport package (1.24.0) and subsequently normalized using DESeq2 (1.36.0), following the standard pipeline. To identify differentially expressed genes (DEGs), results were filtered using a *p* value threshold of ≤0.05. Gene set enrichment analysis (GSEA) was performed using the Wald test statistics from unfiltered DESeq2 results. The GSEA tool was used to query the Hallmarks and Gene Ontology Biological Process (GO:BP) databases from the Mouse Molecular Signatures Database (MSigDB). GSEA results were filtered based on the adjusted *p* value, and the normalized enrichment scores were plotted. All statistical analyses were conducted using R, including the aforementioned packages and any additional packages relevant to the GSEA implementation.

### 2.16. ^1^H NMR metabolomics

FS and CM were prepared as described above (see “2.8 Preparation of fecal supernatants (FS) and treatment” and “2.9 Preparation of conditioned media (CM) from organoids and treatment”). Five replicates for each condition were used for this analysis. Metabolites were analyzed and quantified by ^1^H NMR analysis. The preparation method was as previously described.^41,42^ Conditioned media were diluted to a ratio of 13 by adding deuterated phosphate buffer (1.9 mM Na2HPO4, 8.1 mM NaH2PO4, and 1 mM sodium 3-(trimethysilyl)-propionate-d4 in deuterated water (Goss Scientifics, Crewe, United Kingdom)). Following mixing and centrifugation, 500 μl of the supernatant was transferred into a 5 mm NMR tube for spectral acquisition. High-resolution ^1^H NMR spectra were acquired on a 600 MHz Bruker Avance spectrometer equipped with a 5 mm TCI proton-optimized triple resonance NMR inverse cryoprobe and a 24-slot autosampler (Bruker, Rheinstetten, Germany). Samples were maintained at 300 K during acquisition. Each spectrum was recorded using 128 scans with 65,536 complex data points and a spectral width of 20 ppm (acquisition time: 2.6 s). The noesypr1d presaturation sequence was employed to suppress the residual water signal, using low-power selective irradiation at the water resonance frequency during the recycle delay (D1 = 2 s) and the mixing time (D8 = 0.01 s). A 90° pulse length of 11.4 μs was applied to all samples. Spectral processing included a 0.1 Hz line broadening, zero filling, manual phasing, baseline correction, and referencing to the methyl signal of trimethylsilylpropanoic acid (TSP) at 0 ppm. Metabolite identification was based on literature and database references (Human Metabolome Database, https://www.hmdb.ca/), and quantification was performed using Chenomx® NMR Suite 8.6™.

### 2.17. Statistical analysis

The analysis of variance was performed by one-way ANOVA with Bonferroni’s significant difference procedure used for post-hoc comparisons. Results of DRG neuron subpopulation analysis are displayed as box and whiskers plot (median, percentiles and percentiles +1.5 interquantile range), with analysis of variance performed by Kruskal-Wallis test followed by Dunn’s test for post-hoc comparisons. *p* values < 0.05 were considered significant. Data were analyzed using OriginPro 10.1.5.132 software (OriginLab). Statistical analysis of metabolomics data was carried out using MetaboAnalystR Package. Data was normalized by median, log10 transformed and scaled by Pareto scaling (mean-centered and divided by the square root of the standard deviation of each variable). Results are presented as volcano plot combining results from both Fold Change (FC) and T-tests analyses. Partial Least-Squares Discriminant Analysis (PLS-DA) was employed to illustrate the clustering of different metabolites across groups. Adjusted *p* values of less than 0.1 were considered statistically significant.

## 3. Results

### 3.1. Fecal supernatants from DSS-treated mice induce visceral hypersensitivity in naïve recipient animals

To investigate whether colon exposure to fecal products can directly affect visceral sensitivity, we intracolonically injected fecal supernatants from healthy (FS^CTR^) and DSS-treated mice (FS^DSS^) in naïve recipient mice once daily for 4 days. Visceral pain response was monitored in animals 1 and 24 hours after the first FS injection, 3 and 7 days after the last FS injection, by assigning a score to mice abdominal withdrawal reflex (AWR; 0–4) induced by colorectal distension (50–200 µL; Figure 1(A)). One hour after the FS intracolonic infusion, AWR elicited by the distension with 100–200 µL was significantly higher in the FS^DSS^ group than in saline and/or FS^CTR^ groups (Figure 1(B)). After 24 hours, AWR was still significantly increased in mice exposed to FS^DSS^ compared to those infused with saline but not compared to those infused with FS^CTR^ (Figure 1(C)). On day 7, 3 days after the last repeated treatment, visceral sensitivity in FS^DSS^ group appeared further increased, as AWR was significantly higher than in both control groups (saline and FS^CTR^), even for the smallest stimulus applied to the colon (50 µL; Figure 1(D)). The effect was maintained on day 10, 7 days after the last repeated treatment, although visceral sensitivity slightly decreased in the animals treated with FS^DSS^ (Figure 1(E)). The assessment of visceral sensitivity through the measure of visceromotor response (VMR) to colorectal distension in the same experimental conditions showed similar results. The entity of VMR was greater in the animals treated with FS^DSS^ with respect to controls after both acute intracolonic injection (1 h; Figure S2A) and repeated treatment (Day 10; Figure S2B).

**Figure 1.**
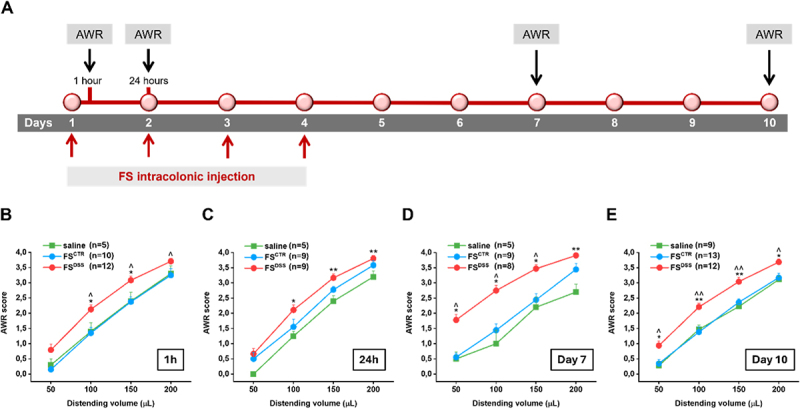
Effects of FS^CTR^ and FS^DSS^ intracolonic injection on visceral sensitivity of naïve mice - assessment of abdominal withdrawal reflex to colorectal distension. A) FS^CTR^ and FS^DSS^ (300 µL 100 mg/mL) were injected in naïve animals once daily for 4 consecutive days and AWR was assessed 1 and 24 hours after the first FS injection, 3 and 7 days after the last FS injection, as reported in the scheme. Visceral sensitivity was measured by evaluating the AWR (score 0–4) in response to colorectal distension (50–200 µL) B) 1 and C) 24 hours after the first FS injection, D) 3 and E) 7 days after the last FS injection. Values represent the mean ± SEM of each experimental group. The analysis of variance was performed by one-way ANOVA followed by Bonferroni post hoc comparison.

*p<0.05 and **p<0.01 vs saline; ^*p*< 0.05 and ^^*p*<0.01 vs FS^CTR^.

### 3.2. Fecal supernatants from DSS-treated mice negatively affect epithelial colon organoids size but not their viability

At this point, we aimed to evaluate the effects of normal and altered fecal products on colon epithelium by using epithelial colon organoids. After a phenotypic characterization to ensure the presence of the main epithelial cell types inhabiting the colon, like stem cells, colonocytes, goblet cells and enteroendocrine cells (Figure S3), organoids were plated on day 1, exposed to 4 mg/mL FS^CTR^ and FS^DSS^ on days 3 and 5, and used for experimental analysis on day 7 as reported in Figure 2(A). Viability of organoids treated with FS^CTR^ was slightly increased, while no effects were observed under the treatment with FS^DSS^ (Figure 2(B)). Regarding morphological parameters, the treatment with FS^DSS^ consistently reduced the size of colon organoids compared to CTR and FS^CTR^ conditions (Figure 2(C)). Moreover, it is possible to appreciate a qualitative reduction of complexity in organoids exposed to FS^DSS^, as indicated in Figure 2(D). Overall, these data demonstrated that altered luminal products were able to impair the organoid growth ability without impairing their viability.

**Figure 2.**
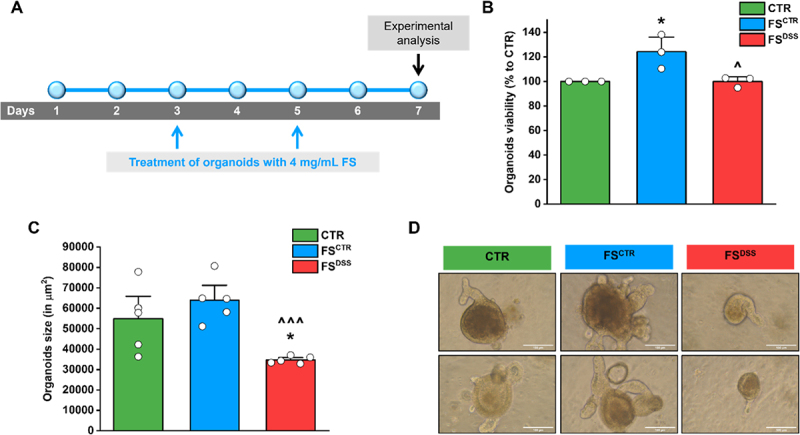
Effects of FS^CTR^ and FS^DSS^ on viability and growth ability of colon organoids. A) Colon organoids were treated on days 3 and 5 from the seeding (day 1) with 4 mg/mL FS^CTR^ and FS^DSS^, and experimental analysis were performed on day 7. B) MTT assay was performed on colon organoids following FS treatments to evaluate the effects of FS on their viability. C) Morphometric analysis was performed on colon organoids following FS treatments to assess the impact of FS on their growth ability. D) Representative images of organoids after treatment with FS (magnification: 20×; scale bar: 100 µm). Values represent the mean ± SEM of *n*=3 experiments for MTT assay and *n*=5 experiments for morphometric analysis. The analysis of variance was performed by one-way ANOVA followed by Bonferroni post hoc comparison.

*p<0.05 vs CTR; ^*p*<0.05 and ^^^*p*<0.001 vs FS^CTR^.

### 3.3. Fecal supernatants from DSS-treated mice and conditioned medium from dysfunctional organoids drive hyperexcitability in DRG neurons

To investigate *in vitro* the effects of intestinal fecal and epithelial products on the excitability of DRG neurons, these latter were exposed for 48 hours to FS^CTR^ and FS^DSS^, conditioned media from FS^CTR^-treated organoids (CM^FS CTR^) and FS^DSS^-treated organoids (CM^FS DSS^), and the combination of CM^FS CTR^ + FS^CTR^ and CM^FS DSS^ + FS^DSS^, as shown in Figure 3(A). We first explored the passive properties of DRG neurons after the treatments and found no significant differences in membrane resistance (Figure S4A), resting membrane potential (Figure S4B) or membrane capacitance (Figure S4C). Interestingly, capacitance values indicated that neurons analyzed for each condition corresponded to those with small-medium diameter (from 21.32 ± 3.13 to 30.57 ± 3.87 pF), therefore to nociceptors, as previously reported.^43,44^ Regarding intrinsic excitability, no differences were found in the intrinsic excitability between the neurons treated with FS^CTR^ or FS^DSS^ (Figures 3(B) and S5), nor between those treated with CM^FS CTR^ or CM^FS DSS^ (Figures 3(C) and S5). In contrast, the analysis revealed that DRG neurons treated with CM^FS DSS^ + FS^DSS^ showed a significant increase in the number of evoked action potentials compared to the CM^FS CTR^ + FS^CTR^ group (Figures 3(D) and S5). Notably, no difference in firing threshold or viability was observed across experimental groups. (Figure S6 and S7). In summary, these findings reveal an integrated role of epithelial and microbial factors in modulating the excitability of DRG neurons *in vitro*.

**Figure 3.**
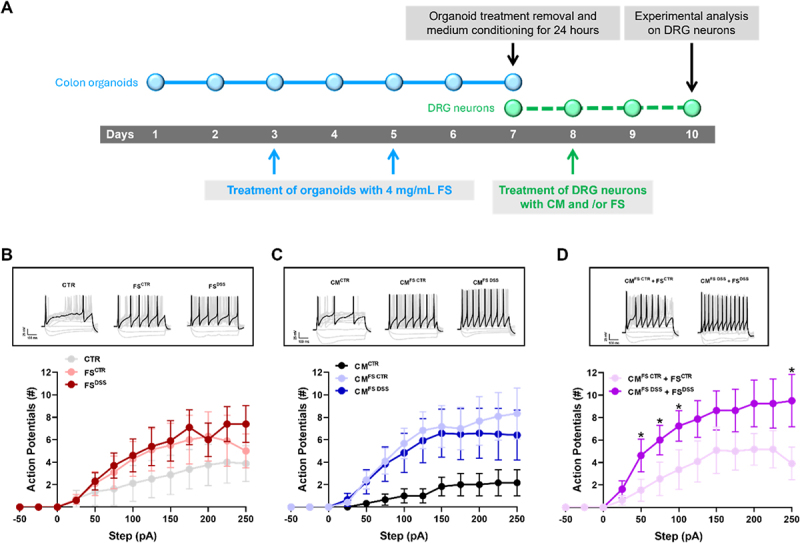
Electrophysiological analysis on DRG neurons exposed to FS and/or CM from colon organoids. A) DRG neurons were exposed for 48 hours to CM^CTR^, FS^CTR^, FS^DSS^, CM^FS CTR^, CM^FS DSS^, CM^FS CTR^ + FS^CTR^ and CM^FS DSS^ + FS^DSS^. Intrinsic excitability was measured in B) FS^CTR^ vs FS^DSS^, C) CM^FS CTR^ vs CM^FS DSS^ and D) CM^FS CTR^ + FS^CTR^ vs CM^FS DSS^ + FS^DSS^. Example traces of action potentials recordings were obtained in response to a +125 pA current. Values represent the mean ± SEM of 6–12 cells analyzed in *n*=4 experiments. The analysis of variance was performed by one-way ANOVA followed by Bonferroni post hoc comparison.

*p<0.05 vs CM^FS CTR^ + FS^CTR^.

### 3.4. Fecal supernatants from DSS-treated mice and conditioned medium from dysfunctional organoids enhance c-Fos and CGRP expression in DRG neurons

To further support the electrophysiological analysis, we evaluated the expression levels of c-Fos and CGRP in DRG neurons exposed for 48 hours to FS and/or CM by immunofluorescence. No significant differences were observed between FS^CTR^ and FS^DSS^ or CM^FS CTR^ and CM^FS DSS^, whereas the treatment with CM^FS DSS^ + FS^DSS^ induced a significant increase in the immunoreactivity for both c-Fos and CGRP compared to the CM^FS CTR^ + FS^CTR^ group (Figure 4). Representative images for all experimental conditions are reported in Figure S8. Increased c-Fos expression in the CM^FS DSS^ + FS^DSS^ group confirmed that dysbiosis condition and the correlated intestinal epithelial dysfunction led to an enhancement in neuronal excitability, resulting in peripheral neurogenic inflammation and increased pain transmission to the central ascending pathways as suggested by the increase in CGRP immunoreactivity.

**Figure 4.**
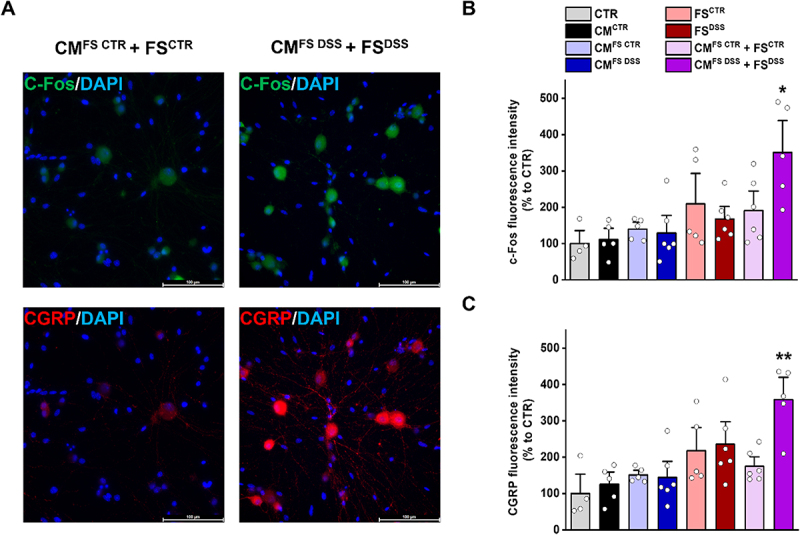
Immunofluorescence analysis for c-Fos and CGRP in DRG neurons exposed to FS and/or CM from colon organoids A) Representative images of DRG neurons stained for c-Fos (green) and CGRP (red) after 48 hours exposure to CM^FS CTR^ + FS^CTR^ and CM^FS DSS^ + FS^DSS^ (magnification: 40×; scale bar: 100 µm). Fluorescence intensity was measured for B) c-Fos and C) CGRP in all experimental groups. Values represent the mean ± SEM of *n*=4–6 different slides for each condition. The analysis of variance was performed by one-way ANOVA followed by Bonferroni post hoc comparison.

*p<0.05 and **p<0.01 vs CM^FS CTR^ + FS^CTR^.

### 3.5. Fecal supernatants from DSS-treated mice and conditioned medium from dysfunctional organoids enhance c-Fos expression in different subpopulations of DRG neurons

To investigate which neuronal subpopulations were most involved in the neuronal response to conditions of altered luminal composition and associated epithelial dysfunction, further immunofluorescence analysis were carried out on DRG neurons treated for 48 hours with CM^FS CTR^ + FS^CTR^ and CM^FS DSS^ + FS^DSS^. We exploited CGRP expression and Isolectin B4 (IB4)-binding affinity to define four subpopulations of sensitive neurons: IB4^+^ (non-peptidergic C fibers), CGRP^+^ (peptidergic C fibers), CGRP^+^/IB4^+^ (Aδ fibers) and CGRP^−^/IB4^−^ (Aβ fibers). In both experimental conditions, the proportions of subpopulations were very similar, and the most represented was the CGRP^+^/IB4^+^ (~60%); IB4^+^ and CGRP^+^ each accounted for around 14% of the total, whereas CGRP^−^/IB4^−^ were around 10% of the total (Figures 5(A,B)). Interestingly, c-Fos signal was significantly higher in all the subpopulations of DRG neurons treated with CM^FS DSS^ + FS^DSS^ (Figure 5(C)), suggesting that all sensory fibers examined are involved in dysbiosis-related visceral hypersensitivity.

**Figure 5.**
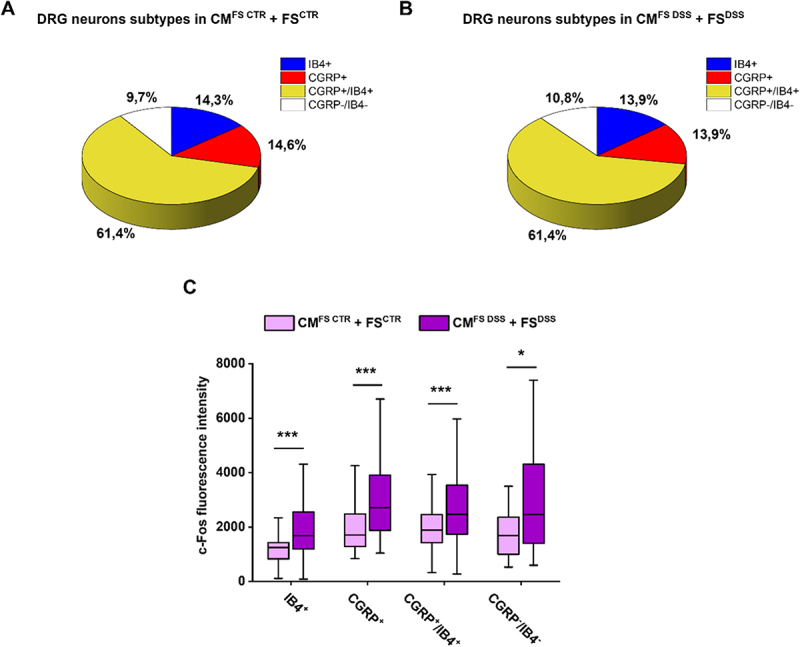
Assessment of c-Fos expression in different subpopulations of DRG neurons exposed to CM^FS CTR^ + FS^CTR^ and CM^FS DSS^ + FS^DSS^. Four subpopulations of DRG neurons with different proportions were identified in A) CM^FS CTR^ + FS^CTR^ and B) CM^FS DSS^ + FS^DSS^ groups, based on IB4-binding affinity and CGRP expression. C) The immunoreactivity for c-Fos was measured in IB4^+^, CGRP^+^, CGRP^+^/IB4^+^, and CGRP^−^/IB4^−^ subpopulations comparing the two experimental conditions. Lines represent the median within the box, the 25^th^ and 75^th^ percentiles at the ends of the box (interquartile range), and the error bars define the 25^th^ + 1.5 interquartile range and the 75^th^ + 1.5 interquartile range. The analysis of variance was performed by Kruskal-Wallis test followed by Dunn post hoc comparison.

*p<0.05 and ***p<0.001.

### 3.6. RNA sequencing reveals a metabolic injury and an altered autocrine/paracrine signaling in organoids exposed to fecal supernatants from DSS-treated mice

We performed an RNA sequencing analysis on colon organoids treated with fecal supernatants to find epithelial alterations that might be partially responsible for neuronal hyperexcitability. 

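Colon organoids are epithelial structures grown from mouse colon crypts in Matrigel. They received microbe-free fecal supernatants at 4 mg/mL, taken from healthy mice (FS CTR) or from mice given dextran sulfate sodium (FS DSS), a compound that injures the colon epithelium. The paper gives additions on days 3 and 5 and analysis on day 7, while the sample labels give a treatment time of 5 days. RNA from 4 samples per condition was made into stranded libraries and sequenced as paired-end reads. The paper states that fecal pellets were pooled before the supernatants were made, so the 4 samples need not represent separate donor mice. Neither its text nor the labels say whether the 4 samples came from separate cultures, or from organoids of separate animals. The *p* values therefore measure only the spread between these samples, which may be technical. The authors estimated counts per gene with Salmon 1.10.1 against the mouse GRCm39 transcriptome, and the deposited counts were not normalized. The paper states a depth of 30 M reads, and the values used here are the counts assigned to genes. They came to 26669562, 26707846, 18968416 and 22686464 in FS CTR replicates 1 to 4 and to 26363942, 27035243, 26573272 and 26795173 in FS DSS replicates 1 to 4, and were whole numbers as deposited. FS CTR replicates 3 and 4 stood apart from the other 6 libraries. The correlations of their log2 CPM with those of the other 6 libraries lay between 0.929 and 0.956, while the other 6 correlated with one another at 0.953 to 0.985. Of 29234 gene symbols, 12729 passed edgeR's filter on low counts and were compared by its quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment. Standard errors of Log_2_(FC) were derived from this test's F statistic and are approximate. A gene called higher or lower in all 4, or in 3 of 4, FS DSS libraries was so compared with the FS CTR mean, unless FS CTR libraries are named. Beside the single genes, 59 lists of genes fixed before the data were examined were used, and the 55 with at least 5 measured members were tested with limma's camera at a preset correlation between genes of 0.01, against all other genes. Many of the lists were on subjects that the paper reports from the same samples, so they do not test its findings independently. With library totals alone as the scaling, the median Log_2_(FC) of all genes moved from -0.021 to 0.31, and with the other scalings by at most 0.014. List medians under that scaling are therefore given relative to all genes.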

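*Col4a2*, which encodes a collagen IV chain of the basement membrane, had 285 ± 22.8 CPM (SD, n = 4) under FS DSS and 156 ± 24.4 CPM (SD, n = 4) under FS CTR, which is a Log_2_(FC) of 0.87 (standard error 0.13, adjusted *p* = 0.0684) from edgeR's quasi-likelihood test. *Defa17*, an alpha-defensin gene of Paneth cells, had 0.977 ± 0.504 CPM (SD, n = 4) under FS CTR and was detected in 1 of 4 FS DSS libraries, at 0.0335 CPM (adjusted *p* = 0.0684). Both had adjusted *p* values of 0.0377 with the replicate number as a block. Among all genes, 820 had lower and 326 had higher counts in organoids treated with FS DSS than with FS CTR at an unadjusted *p* under 0.05 and a Log_2_(FC) of at least 0.58 in size, and the lower ones included the 13 protein genes of the mitochondrial genome. No other gene had a lower adjusted *p* than *Col4a2* and *Defa17*, so 0 genes passed an adjusted *p* of 0.05 in edgeR, while 1346 were higher and 1704 lower at an unadjusted *p* under 0.05. At an adjusted *p* of 0.05, DESeq2 called 652 genes higher and 777 lower, limma-voom called 0, and edgeR with the replicate number as a block called 77 higher and 193 lower. Leaving out FS CTR replicate 1 gave 497 higher and 684 lower genes at this threshold, and leaving out FS CTR replicate 2 or 4 gave 1 and 2 higher genes. At the unadjusted *p* and fold change thresholds, 612 genes were higher and 1069 lower without FS CTR replicate 1, and 177 and 589 without FS DSS replicate 4. Library totals alone as the scaling gave 1273 higher and 148 lower genes there, so that 10.4% of them were lower, compared with 71.6% after TMM scaling. FS CTR replicates 3 and 4 were left out as an alternative chosen after seeing the data, which gave 378 higher and 701 lower genes, of which 436 were among the 1146 from all libraries.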

Focusing on the comparison among FS^DSS^ vs FS^CTR^, we identified 1485 significant differentially expressed genes (DEGs): 387 upregulated genes (*p*<0.05 and Log_2_(Fold Change (FC)) ≥0.58) and 1098 downregulated genes (*p*<0.05 and Log_2_(FC) ≤–0.58) (Figure 6(A)). All the detected genes are listed in Supplementary Dataset 1 at https://doi.org/10.17632/4k5yfp4nxd.1.

**Figure 6.**
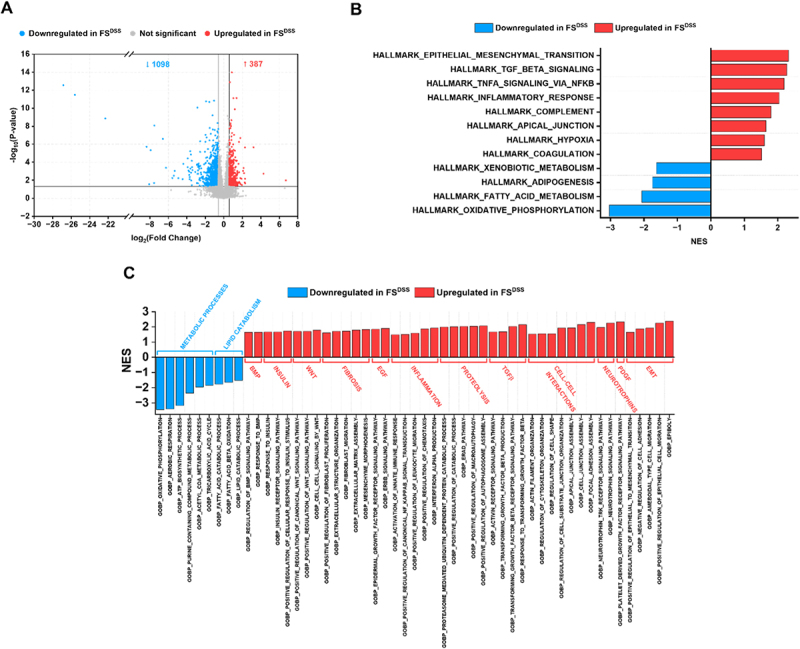
Analysis of colon organoid transcriptomic profile under FS^CTR^ and FS^DSS^ treatments. A) Volcano plot shows the genes that are differentially expressed in organoids in the comparison FS^DSS^ vs FS^CTR^. Gene set enrichment analysis (GSEA) was performed in B) Hallmark and C) GO:BP datasets to identify which pathways emerge in the comparison FS^DSS^ vs FS^CTR^. RNA sequencing analysis was conducted on *n*=4 samples for each condition. Genes with *p*<0.05 and Log_2_(FC)≥0.58 or ≤-0.58 were considered as significant DEGs. Pathways significantly modulated were selected according to the adjusted *p*<0.05.

To identify the enriched gene sets that are associated with FS^DSS^ group, a gene set enrichment analysis (GSEA) was conducted based on Hallmark datasets and modulated pathways of interest are reported in Figure 6(B). 

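Genes of fatty acid oxidation and of xenobiotic metabolism had lower counts as groups in organoids treated with FS DSS. Of 33 measured genes of fatty acid oxidation, 26 had a negative Log_2_(FC), with a median of -0.22 (adjusted *p* = 0.0276 from limma's camera, and adjusted *p* = 0.554 with an estimated correlation between genes). They included *Etfb*, the beta subunit of the electron transfer flavoprotein that passes electrons from this pathway to the respiratory chain, with a Log_2_(FC) of -0.91 (standard error 0.21, adjusted *p* = 0.08), and *Acaa2*, a mitochondrial thiolase, with a Log_2_(FC) of -0.49 (standard error 0.14, adjusted *p* = 0.103), both lower in all 4 FS DSS libraries (*Etfb* at -0.54 without FS CTR replicates 3 and 4). *Angptl4*, an inhibitor of lipoprotein lipase that is induced by fatty acids, went the other way, with a Log_2_(FC) of 0.95 (standard error 0.20, adjusted *p* = 0.08), and was higher in all 4. Of 56 genes of xenobiotic metabolism, 44 had a negative value, with a median of -0.25 (adjusted *p* = 0.00386 from camera, and adjusted *p* = 0.509 with an estimated correlation), among them the glutathione transferase gene *Gstt1* (-1.05), the carbonyl reductase gene *Cbr1* (-0.58) and *Nr1i2* (-0.43), which encodes the pregnane X receptor. Over 24 genes of adipogenesis and lipid storage the median was -0.11 (adjusted *p* = 0.547 from camera), and 16 of them had a negative value. With one library left out this median ran from -0.22 without FS DSS replicate 1 to -0.034 without FS DSS replicate 4. No member passed an adjusted *p* of 0.05 over all genes. Adjusted over the list alone, 1 gene of fatty acid oxidation was higher and 2 were lower, 1 gene of xenobiotic metabolism was lower and 1 of adipogenesis and lipid storage was higher. Library totals alone as the scaling turned all 3 medians positive, but they stayed -0.21, -0.21 and -0.13 from the median of all genes, and the adjusted *p* for fatty acid oxidation was then 0.171. The fatty acid oxidation list also missed the threshold by preranked enrichment (adjusted *p* = 0.082), and without FS CTR replicate 1 (median -0.12, adjusted *p* = 0.0579), FS CTR replicate 2 (-0.11, adjusted *p* = 0.169) or FS DSS replicate 4 (-0.097, adjusted *p* = 0.187), and xenobiotic metabolism without the last (adjusted *p* = 0.106).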

Gene sets of HALLMARK_OXIDATIVE_PHOSPHORYLATION, HALLMARK_FATTY_ACID_METABOLISM, HALLMARK_ADIPOGENESIS and HALLMARK_XENOBIOTIC_METABOLISM negatively correlated with FS^DSS^ group. Conversely, gene sets related to HALLMARK_COAGULATION, HALLMARK_HYPOXIA, HALLMARK_APICAL_JUNCTION, HALLMARK_COMPLEMENT, HALLMARK_INFLAMMATORY_RESPONSE, HALLMARK_TNFA_SIGNALING_VIA_NFKB, HALLMARK_TGF_BETA_SIGNALING, and HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION were enriched in organoids treated with FS^DSS^. 

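Genes of cell junctions and adhesion, of epithelial-mesenchymal transition, of the TGF-β pathway, of complement and coagulation, and inflammatory genes had higher counts as groups in organoids treated with FS DSS, with an adjusted *p* of 0.317 for each of these lists when camera used an estimated correlation between genes. Across all genes Log_2_(FC) rose with the length of the longest transcript (Spearman correlation 0.335). Whether length contributes to these higher lists was not tested. Of 57 genes of cell junctions and adhesion, 45 had a positive Log_2_(FC), with a median of 0.28 (adjusted *p* = 1.56e-07 from camera). *Itgb4*, the integrin chain of hemidesmosomes, had a value of 0.63 and the tight junction gene *Ocln* one of 0.45, while the claudin gene *Cldn8* had 0.731 ± 0.238 CPM (SD, n = 4) under FS DSS and 2.51 ± 1.43 CPM (SD, n = 4) under FS CTR (adjusted *p* = 0.0886 from edgeR's quasi-likelihood test). Of 43 genes of epithelial-mesenchymal transition, 32 were positive (median 0.52, adjusted *p* = 9.52e-06), including *Col4a1* (0.91) and *Itgb1* (0.61), which encode a basement membrane collagen and an integrin that binds it. *Tgfbi*, a matrix gene on this list, had 2.05 ± 0.252 CPM (SD, n = 4) under FS DSS and 12.7 ± 13.4 CPM (SD, n = 4) under FS CTR, and its Log_2_(FC) was -0.093 without FS CTR replicates 3 and 4, which stood apart from the other libraries. With the replicate number as a block, *Itgb4*, *Col4a1* and the tissue plasminogen activator gene *Plat* had adjusted *p* values of 0.0464, 0.0485 and 0.0494. For 30 genes of the TGF-β pathway, among them the receptor and effector genes *Acvr1* (0.65) and *Smad3* (0.54), the median was 0.32 (adjusted *p* = 2.48e-05). For 33 genes of complement and coagulation it was 0.34 (adjusted *p* = 0.00616), with *Plat* and *F3*, which encodes tissue factor, at 1.77 and 1.03, and *Pros1*, which encodes the anticoagulant protein S, at -1.68. Without FS CTR replicates 3 and 4, *Acvr1*, *F3* and *Traf1*, a gene of the inflammatory list, were at 0.40, 0.66 and -1.13. Among 57 inflammatory genes and NF-κB targets, 38 were positive, with a median of 0.12 (adjusted *p* = 0.0179). *Ptgs2*, the inducible cyclooxygenase, had a Log_2_(FC) of 1.56 (standard error 0.29, adjusted *p* = 0.08) from edgeR's quasi-likelihood test and was higher in all 4 FS DSS libraries, while *Traf1* was at -1.71. Of 38 hypoxia genes, 25 had a negative value (median -0.11, adjusted *p* = 0.351; 0.23 with library totals alone, -0.076 from the median of all genes; from -0.17 without FS CTR replicate 1 to -0.067 without FS CTR replicate 3 with one library left out and -0.016 without FS CTR replicates 3 and 4), with *Bnip3* at -1.17 (adjusted *p* = 0.0377 with the block) and *Pfkfb3* at 0.91. Over all genes 0 members of these lists passed an adjusted *p* of 0.05 in edgeR, and adjusted over the list alone 24 junction, 18 mesenchymal, 11 TGF-β, 15 complement and coagulation, 4 inflammatory and 5 hypoxia genes were higher and 2, 1, 2, 3, 1 and 4 lower. Complement and coagulation missed the threshold with library totals alone (adjusted *p* = 0.0727) and had a median of 0.18 in DESeq2, and the inflammatory list without FS CTR replicate 1 (0.0579) or FS DSS replicate 4 (median 0.044, adjusted *p* = 0.0506), while its median was 0.25 without FS CTR replicate 4, 0.19 without FS DSS replicate 2 and 0.20 without FS CTR replicates 3 and 4 (adjusted *p* = 0.0145).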

To validate and further explore these findings, we conducted another GSEA in Gene Ontology: Biological Processes (GO:BP) datasets and several relevant pathways emerged as differentially modulated under FS treatments (Figure 6(C)). Consistent with the GSEA analysis in Hallmark, pathways related to metabolic processes and lipid catabolism negatively correlated with FS^DSS^ group, while gene sets related to inflammation, fibrosis, proteolysis, transforming growth factor beta (TGF-β), cell-cell interactions and epithelial-mesenchymal transition (EMT) processes were enriched in FS^DSS^ group. 

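Of the growth factor lists, ligands and receptors of the EGFR family stood highest in organoids treated with FS DSS, with a median Log_2_(FC) of 0.39 over 11 genes (adjusted *p* = 0.000567 from limma's camera, and adjusted *p* = 0.317 with an estimated correlation between genes), 4 of which the study picked from these samples. Insulin signaling genes had a median of 0.19 over 33 genes (adjusted *p* = 0.00386, and 0.317 with an estimated correlation), with *Pik3cb* (0.40) and *Irs1* (0.46), an adaptor of the insulin receptor, higher in all 4 FS DSS libraries (list median 0.12 without FS CTR replicates 3 and 4). Genes of the BMP pathway had a median of 0.17 over 26 genes (adjusted *p* = 0.0227, and 0.342 with an estimated correlation), and the ligand gene *Bmp8b* had a Log_2_(FC) of 0.59 (standard error 0.10, adjusted *p* = 0.08) from edgeR's quasi-likelihood test (adjusted *p* = 0.0377 with the replicate number as a block), while the ligand gene *Bmp7* was at -1.14. Of 50 genes of the Wnt pathway and its targets 32 had a positive value, with a median of 0.11 (adjusted *p* = 0.153), which ran from 0.056 without FS CTR replicate 4 to 0.22 without FS CTR replicate 1 with one library left out and was 0.066 without FS CTR replicates 3 and 4. The receptor gene *Fzd1* had a Log_2_(FC) of 0.80 (standard error 0.13, adjusted *p* = 0.0768) and an adjusted *p* of 0.0458 with the block, whereas *Smoc2*, a Wnt target of intestinal stem cells, had a Log_2_(FC) of -2.57 (standard error 0.53, adjusted *p* = 0.08), each in the same direction in all 4 FS DSS libraries. For 11 neurotrophins and their receptors the median was -0.11, although the camera statistic was positive (adjusted *p* = 0.99). It was -0.24 without FS CTR replicate 4 and -0.38 without FS CTR replicates 3 and 4, and turned to 0.031 without FS CTR replicate 2, 0.10 without FS DSS replicate 4, 0.052 with the replicate number as a block and 0.12 with library totals alone (-0.18 from the median of all genes). The gene *Nrtn*, for the ligand neurturin, had a Log_2_(FC) of -1.59 (standard error 0.34, adjusted *p* = 0.08). For 5 PDGF ligands and receptors the median was 0.11 (adjusted *p* = 0.182; 0.17 without FS CTR replicate 4 and 0.23 without FS CTR replicates 3 and 4), with *Pdgfd* at 0.89. Over all genes 0 members passed an adjusted *p* of 0.05, and adjusted over the list alone 5 EGFR family, 3 BMP, 0 insulin, 1 Wnt, 1 neurotrophin and 1 PDGF genes were higher, and 1 Wnt and 2 neurotrophin genes were lower. The BMP list missed the threshold without FS CTR replicate 3 (adjusted *p* = 0.0741), without FS CTR replicates 3 and 4 (median 0.10, adjusted *p* = 0.202), with library totals alone (0.0594) and with no filter on low counts (0.0862), its median was 0.11 without FS DSS replicate 4, and the Wnt list passed it without FS CTR replicate 1 (0.0418) and over genes with at least 10 counts in every sample (0.0312).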

Importantly, several pathways related to bone morphogenetic protein (BMP), insulin, Wnt, epidermal growth factor (EGF), TGF-β, neurotrophins and platelet-derived growth factor (PDGF) modules were significantly enriched in the FS^DSS^ group, suggesting an altered autocrine/paracrine signaling in FS^DSS^-treated organoids (all the modulated gene sets resulting from GSEA in Hallmark and GO:BP are listed in Supplementary Dataset 2 and 3 at https://doi.org/10.17632/4k5yfp4nxd.1).

Thus, we focused our attention on some gene families that were differentially expressed in organoids under the treatment with FS^DSS^ and FS^CTR^. A large cluster of genes coding for the proteins involved in the mitochondrial electron transport chain was downregulated in organoids treated with FS^DSS^ (Figure S9), confirming the negative correlation between FS^DSS^ group and gene sets related to HALLMARK_OXIDATIVE_PHOSPHORYLATION, GOBP_OXIDATIVE_PHOSPHORYLATION, GOBP_AEROBIC_RESPIRATION, GOBP_ATP_BIOSYNTHETIC_PROCESS, GOBP_PURINE_CONTAINING_COMPOUND_METABOLIC_PROCESS, GOBP_ACETYL_COA_METABOLIC_PROCESS, and GOBP_TRICARBOXYLIC_ACID_CYCLE among others (Figures 6(B,C)). 

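Nuclear genes for complexes of the electron transport chain, with complexes II and III as one list, had lower counts as groups in organoids treated with FS DSS, with an adjusted *p* of 0.317 for each of these 4 lists when camera used an estimated correlation between genes. Of 35 measured subunits of complex I, 34 had a negative Log_2_(FC), with a median of -0.55 (adjusted *p* = 5.34e-13 from camera). All 13 subunits of complexes II and III were negative (median -0.38, adjusted *p* = 4.82e-05), as were all 11 of complex IV (median -0.59, adjusted *p* = 9.52e-06) and 14 of 15 of ATP synthase (median -0.48, adjusted *p* = 2.49e-05). *Ndufb11*, a complex I subunit, had 41.9 ± 3.12 CPM (SD, n = 4) under FS DSS and 63 ± 4.98 CPM (SD, n = 4) under FS CTR, which is a Log_2_(FC) of -0.59 (standard error 0.092, adjusted *p* = 0.0768) from edgeR's quasi-likelihood test. *Uqcr10* of complex III had a value of -0.75, *Cox6c* of complex IV one of -0.64 and *Atp5g1*, which encodes the ring subunit of ATP synthase, one of -0.71, each lower in all 4 FS DSS libraries than in any FS CTR library. Of 16 enzymes of the tricarboxylic acid cycle 15 had a negative value, but the median was -0.11 (adjusted *p* = 0.0204, and adjusted *p* = 0.554 with an estimated correlation). No gene of these lists passed an adjusted *p* of 0.05 over all genes with edgeR, and with the replicate number as a block *Ndufb11*, *Uqcr10*, *Cox6c* and *Atp5g1* had adjusted *p* values of 0.0377, 0.0394, 0.049 and 0.0377. Adjusted over the list alone, 31 genes of complex I, 8 of complexes II and III, 8 of complex IV, 11 of ATP synthase and 2 of the tricarboxylic acid cycle were lower. Without FS CTR replicates 3 and 4, in which mitochondrially encoded genes took 38.7% and 33.3% of counts, the medians were -0.33 for complex I, -0.29 for complexes II and III, -0.37 for complex IV and -0.35 for ATP synthase, with adjusted *p* values between 1.63e-07 and 0.000624, and that of the cycle was -0.28. The cycle missed the threshold without FS CTR replicate 1 (adjusted *p* = 0.121), FS CTR replicate 2 (median -0.062, adjusted *p* = 0.169) or FS DSS replicate 4 (median -0.074, adjusted *p* = 0.0861), and with library totals alone (adjusted *p* = 0.401), where its median lay -0.14 from that of all genes, and its median was -0.20 without FS CTR replicate 4.

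**Figure D1:**
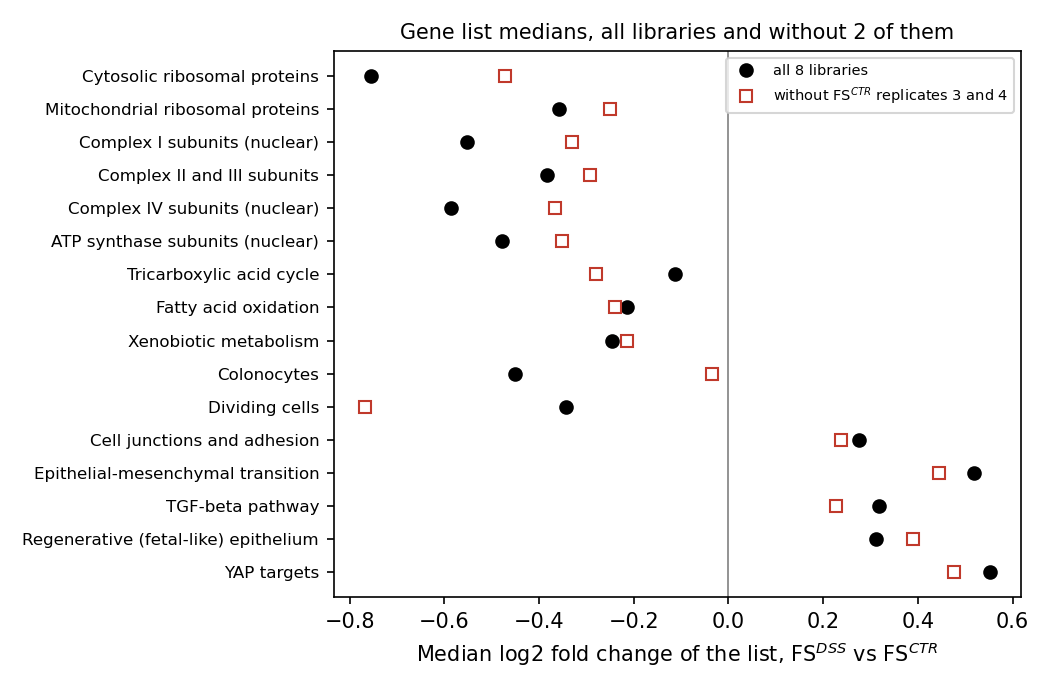
Median Log_2_(FC) of 16 gene lists between organoids treated with FS DSS and with FS CTR (horizontal axis, log2 units), one list per line. Filled circles use all 8 libraries and open squares leave out FS CTR replicates 3 and 4. Lists of respiratory complexes and ribosomal proteins lie left of 0 in both, and cell junction, epithelial-mesenchymal transition and TGF-β lists lie right of 0. Scaling by library totals alone, which is not drawn, turns the medians of the tricarboxylic acid cycle, fatty acid oxidation, xenobiotic metabolism and colonocyte lists positive.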

Notably, the mitochondrial genome encodes 13 genes regulating ATP production and all 13 were significantly reduced in FS^DSS^ group (Figure S9).

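All 13 protein genes of the mitochondrial genome had lower mean counts under FS DSS, with Log_2_(FC) from -3.94 for *mt-Nd3* to -2.63 for *mt-Nd4l*, both subunits of complex I. *mt-Co1* (chromosome M of GRCm39, 5328 to 6872), the catalytic subunit of complex IV, had 18228 ± 7104 CPM (SD, n = 4) under FS DSS and 119863 ± 113825 CPM (SD, n = 4) under FS CTR, which is a Log_2_(FC) of -2.72 (standard error 0.80, adjusted *p* = 0.105) from edgeR's quasi-likelihood test. *mt-Co3* was the only one of the 13 whose FS DSS libraries all lay below every FS CTR library, with a Log_2_(FC) of -2.97 (standard error 0.78, adjusted *p* = 0.0898). Each gene was below the FS CTR mean in all 4 FS DSS libraries, which says little because FS CTR replicates 3 and 4 raise that mean. Unadjusted *p* values of the 13 genes ran from 0.00403 to 0.00824 and adjusted *p* values from 0.0898 to 0.105 in edgeR, and DESeq2 gave adjusted *p* values from 0.000531 to 0.0212. With the replicate number as a block none of the 13 was under an unadjusted *p* of 0.05 in edgeR, with values from 0.0527 to 0.147. Adjusted over the list alone, 13 genes were lower. As a list their median was -2.97 (adjusted *p* = 8.18e-05 from camera; adjusted *p* = 0.434 with an estimated correlation between genes; median -2.15 with the replicate number as a block). Together the 13 genes took 4.57% ± 1.53 (SD, n = 4) of all counts under FS DSS and 21.04% ± 17.5 (SD, n = 4) under FS CTR, a difference of -16.5 percentage points (exact two-sided permutation test over 70 arrangements, *p* = 0.0857). With the replicate numbers as pairs, an exact test that exchanged the conditions within pairs gave *p* = 0.25 over 16 arrangements. Without any one FS DSS library the exact permutation *p* was 0.2 to 0.229. The FS CTR shares were 5.10%, 6.98%, 38.7% and 33.3% in replicates 1 to 4, and those of FS DSS 6.35%, 5.20%, 3.90% and 2.83%. Without FS CTR replicate 1 the difference was -21.8 percentage points (exact *p* = 0.0286, the smallest that 35 arrangements allow), and without FS CTR replicate 3 it was -10.6. Leaving out FS CTR replicates 3 and 4 together, chosen after seeing the data, gave 6.04% ± 1.33 (SD, n = 2) for FS CTR (exact permutation *p* = 0.4 over 15 arrangements) and a list median of -0.36 (adjusted *p* = 0.0371 from camera). Nuclear copies of mitochondrial DNA, with which these genes may share reads so that their values are uncertain, moved in the same direction and held 6.57% and 6.08% of counts in those 2 libraries and 0.817% to 1.77% in the other 6.

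**Figure D2:**
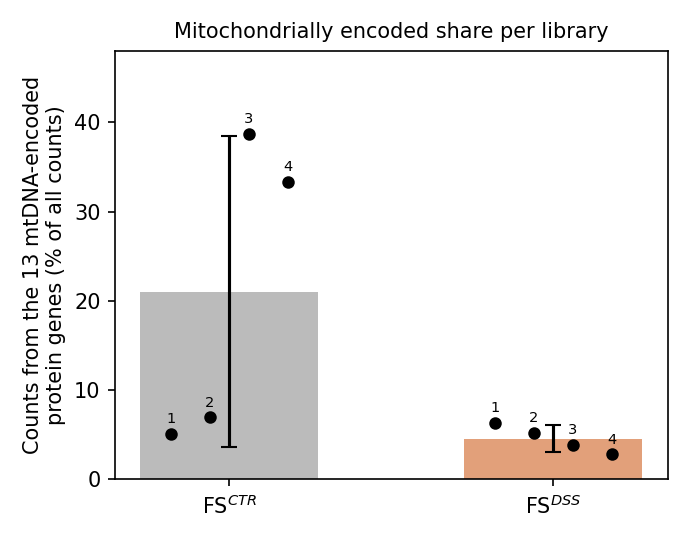
Percent of all counts from the 13 protein genes of the mitochondrial genome (vertical axis) in organoids treated with FS CTR and FS DSS. Bars are means of 4 libraries, error bars are SD and points are the single libraries. FS CTR replicates 3 and 4 lie at 38.7% and 33.3%, and the other 6 libraries lie between 2.83% and 6.98%.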

Furthermore, a severe disturbance of the proteolytic balance was confirmed in FS^DSS^ group, given the positive correlation with GOBP_PROTEASOME_MEDIATED_UBIQUITIN_DEPENDENT_PROTEIN_CATABOLIC_PROCESS, GOBP_POSITIVE_REGULATION_OF_CATABOLIC_PROCESS, GOBP_ERAD_PATHWAY, GOBP_POSITIVE_REGULATION_OF_MACROAUTOPHAGY, and GOBP_POSITIVE_REGULATION_OF_AUTOPHAGOSOME_ASSEMBLY among others (Figure 6(C)). 

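Genes of endoplasmic reticulum-associated degradation (ERAD), which clears misfolded proteins of the secretory pathway, had higher counts as a group under FS DSS, with 31 of 42 genes positive and a median Log_2_(FC) of 0.11 (adjusted *p* = 0.00929 from camera, and adjusted *p* = 0.317 with an estimated correlation between genes). *Faf2*, which recruits the ATPase that extracts ERAD substrates, had a Log_2_(FC) of 0.29 (standard error 0.079, adjusted *p* = 0.0965) and was higher in all 4 FS DSS libraries. Among 43 autophagy genes 27 were positive, with a median of 0.094 (adjusted *p* = 0.0824), including the lysosomal membrane genes *Lamp2* (0.37) and *Lamp1* (0.33), and *Tfeb*, a transcription factor of lysosomal genes, was at -0.61. Of 37 subunits of the proteasome itself 27 had a negative value, with a median of -0.13 (adjusted *p* = 0.0606; with library totals alone the median was 0.23, -0.077 from that of all genes). The regulatory subunit *Psmd1* was at 0.24 and the catalytic subunit *Psmb10* of the immunoproteasome at -0.38. Without FS CTR replicates 3 and 4, *Tfeb*, *Psmd1* and *Psmb10* were at -0.24, 0.13 and -0.21. Over all genes and adjusted over the list alone, 0 members passed an adjusted *p* of 0.05 in edgeR, where 5 ERAD, 9 autophagy and 2 proteasome genes were higher and 0, 2 and 6 lower at an unadjusted *p* under 0.05. The ERAD list had a median of 0.063 and an adjusted *p* of 0.094 without FS CTR replicates 3 and 4, and the proteasome list a median of -0.023 (adjusted *p* = 0.711). With one library left out the latter was -0.073 without FS DSS replicate 1 (adjusted *p* = 0.824) and -0.082 without FS CTR replicate 4 (adjusted *p* = 0.225). The proteasome list passed the threshold as lower with the replicate number as a block (median -0.13, adjusted *p* = 0.0205), with no filter on low counts (0.046), with limma-voom (0.0459), by preranked enrichment (0.0296) and without FS CTR replicate 1 (0.018), FS DSS replicate 2 (0.0475), 3 (0.0193) or 4 (0.0168), and the autophagy list as higher without FS CTR replicate 3 (adjusted *p* = 0.0425), 4 (0.029) or both (0.00622), with library totals alone (0.0413), with DESeq2 (0.0287) and by preranked enrichment (0.0102).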

Genes coding for several types of proteases were effectively deregulated in organoids exposed to FS^DSS^. 

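*Pappa* (chromosome 4 of GRCm39, 65042411 to 65275746), a metalloprotease that cleaves insulin-like growth factor binding proteins, had 3.68 ± 1.41 CPM (SD, n = 4) under FS DSS and 1.43 ± 0.176 CPM (SD, n = 4) under FS CTR, which is a Log_2_(FC) of 1.36 (standard error 0.31, adjusted *p* = 0.08) from edgeR's quasi-likelihood test. DESeq2 gave an adjusted *p* of 0.00267. Every FS DSS library exceeded every FS CTR library for *Pappa* and for *Prss12*, which encodes neurotrypsin (0.51, standard error 0.18, adjusted *p* = 0.136). One FS CTR library lay far from the other 3 for both genes. The kallikrein gene *Klk6* had a Log_2_(FC) of 1.02 (standard error 0.44, adjusted *p* = 0.197), which was 0.63 without FS DSS replicate 2, and was higher in 3 of 4 FS DSS libraries, and *Prss46* (0.54) and *Prss22* (0.39) were higher in all 4, each compared with the FS CTR mean. In the other direction, the transmembrane serine protease gene *Tmprss4* had 95.5 ± 20.3 CPM (SD, n = 4) under FS DSS and 137 ± 5.8 CPM (SD, n = 4) under FS CTR (-0.52, adjusted *p* = 0.1), with no overlap between the groups, and *Tmprss13*, at under 1 CPM in both groups, had a value of -1.36 (standard error 0.55, adjusted *p* = 0.177). *Prss32* had a value of -0.23 (standard error 0.11, adjusted *p* = 0.234), which turned to 0.11 with library totals alone, where it lay -0.19 from the median of all genes.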

The expression of genes coding for serine proteases (*Klk6*, *Prss46*, *Prss12*, and *Prss22*) and pappalysin (*Pappa*) was increased in organoids exposed to FS^DSS^, while *Prss32*, *Tmprss4* and *Tmprss13* were downregulated (Figure 7(A)). Regarding A Disintegrin And Metalloprotease (ADAM) and A Disintegrin And Metalloprotease with thrombospondin motifs (ADAMTS) families, our analysis revealed that *Adamts1*, *Adam28*, *Adam8*, *Adamtsl4*, and *Adam10* were upregulated in FS^DSS^ group whereas *Adamts13*, *Adamts15*, *Adam15*, *Adamts10*, and *Adamts16* were downregulated in the same group (Figure 7(B)). 

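*Adamts1* (chromosome 16 of GRCm39, 85590579 to 85600009), a secreted protease of matrix proteoglycans, had the largest Log_2_(FC) of the 18 measured ADAM and ADAMTS genes, 2.11 (standard error 0.67, adjusted *p* = 0.117 from edgeR's quasi-likelihood test). Its level was low and variable, at 2.78 ± 2.53 CPM (SD, n = 4) under FS DSS and 0.632 ± 0.171 CPM (SD, n = 4) under FS CTR. The value was 1.34 without FS DSS replicate 4, and with the replicate number as a block the unadjusted *p* from edgeR moved from 0.0114 to 0.0539. *Adamtsl4*, an ADAMTS-like protein without protease activity, had 47.7 ± 3.49 CPM (SD, n = 4) under FS DSS and 33.4 ± 5.21 CPM (SD, n = 4) under FS CTR (0.52, standard error 0.12, adjusted *p* = 0.0803), and *Adam28* a value of 0.88 (adjusted *p* = 0.0979), both without overlap between the groups. *Adam8* (0.50, adjusted *p* = 0.137) and *Adam10* (0.26, adjusted *p* = 0.166), the sheddase of Notch and other membrane proteins, were higher in all 4 FS DSS libraries than the FS CTR mean (*Adam10* at 0.16 without FS CTR replicates 3 and 4). *Adamts15* had a value of -0.70 (standard error 0.21, adjusted *p* = 0.111), with one FS DSS library far from the other 3, and *Adamts13*, the von Willebrand factor protease, and *Adamts10* had values of -0.62 and -0.83 (adjusted *p* = 0.227 and 0.264), all lower in all 4 than the FS CTR mean. *Adamts13* was at -0.36 without FS CTR replicate 3 and at -0.21 without FS CTR replicates 3 and 4, and *Adamts10* at -0.55 without FS CTR replicate 1. *Adam15* had 48.1 ± 8.16 CPM (SD, n = 4) under FS DSS and 47 ± 4.87 CPM (SD, n = 4) under FS CTR, a Log_2_(FC) of 0.036 (standard error 0.13, adjusted *p* = 0.888) that turned to -0.071 without FS DSS replicate 4. *Adamts16*, at 0.107 CPM under FS DSS and 0.667 CPM under FS CTR, did not pass the filter on low counts and had a value of -2.61 (adjusted *p* = 0.0891 from edgeR) without it.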

While there seemed to be a balance regarding serine proteases, pappalysins, ADAM, and ADAMTS between FS^CTR^ and FS^DSS^, the expression of genes coding for cathepsins and calpains was unbalanced toward the FS^DSS^ group. Indeed, *Ctsl*, *Cast*, *Ctse*, *Ctsh*, *Capn5*, and *Capn2* were upregulated in organoids treated with FS^DSS^, while only *Capn8* resulted downregulated (Figure 7(C)). Furthermore, although several genes coding for serpins (serine protease inhibitors) seemed to be upregulated in FS^DSS^ (*Serpinb2, Serpinb8, Serpine2, Serpine1, Serpinb5*) (Figure S10), no clear results were obtained about other protease inhibitors.

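Of 22 measured cathepsins, calpains and calpastatin, 13 had a positive and 9 a negative Log_2_(FC), of 24 serine proteases of the named families 14 and 10, and of 18 ADAM and ADAMTS genes 11 and 7. At an unadjusted *p* under 0.05 in edgeR, 6 cathepsin and calpain genes were higher and 0 lower, compared with 6 and 3 serine proteases and 6 and 1 ADAM and ADAMTS genes. Over all genes 0 members passed an adjusted *p* of 0.05, and adjusted over the list alone 5 cathepsin and calpain genes, 1 serine protease and 1 ADAM or ADAMTS gene were higher and 0 were lower. The 6 and the 5 higher genes of the cathepsin and calpain list both include *Cast*, which encodes calpastatin, an inhibitor of calpains and not a protease. The median was 0.0059 for cathepsins and calpains (adjusted *p* = 0.0606 from limma's camera), 0.12 for serine proteases (adjusted *p* = 0.216) and 0.049 for ADAM and ADAMTS genes (adjusted *p* = 0.197), and the difference between the families was not tested. With one library left out the medians ran from 0.025 without FS CTR replicate 1 to 0.097 without FS CTR replicate 3, from 0.043 without FS DSS replicate 1 to 0.27 without FS CTR replicate 1 and from 0.011 without FS DSS replicate 3 to 0.15 without FS CTR replicate 1, and they were 0.17, 0.22 and 0.10 without FS CTR replicates 3 and 4, and 0.0043, 0.24 and 0.086 with the replicate number as a block. The cathepsin and calpain list passed the threshold as higher without FS CTR replicate 3 (adjusted *p* = 0.0356), FS CTR replicate 4 (0.0343), both of these (0.0158), FS DSS replicate 1 (0.0381) or FS DSS replicate 2 (0.0475), with limma-voom (0.037) and by preranked enrichment (0.0105). Its median was 0.068 in limma-voom and -0.0057 in DESeq2, where that of serine proteases was -0.15 (and -0.15 in edgeR with no filter on low counts), and with an estimated correlation between genes its adjusted *p* was 0.317.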

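*Ctsl* (chromosome 13 of GRCm39, 64507151 to 64518704), the lysosomal protease cathepsin L, had 565 ± 146 CPM (SD, n = 4) under FS DSS and 293 ± 31.6 CPM (SD, n = 4) under FS CTR, which is a Log_2_(FC) of 0.95 (standard error 0.19, adjusted *p* = 0.08) from edgeR's quasi-likelihood test. *Cast*, which encodes calpastatin, the inhibitor of calpains, had 116 ± 9.61 CPM (SD, n = 4) under FS DSS and 65.7 ± 22.3 CPM (SD, n = 4) under FS CTR (0.81, standard error 0.21, adjusted *p* = 0.0898), and 0.49 without FS CTR replicates 3 and 4. The calpain genes *Capn5* (0.42, adjusted *p* = 0.098) and *Capn2* (0.40, adjusted *p* = 0.103) and the cathepsin gene *Ctsh* (0.24, adjusted *p* = 0.159) were higher in every FS DSS library than in any FS CTR library, as were *Ctsl* and *Cast*. The unadjusted *p* of *Ctsh* from edgeR moved from 0.027 to 0.0519 with the replicate number as a block. *Ctse*, the aspartic protease cathepsin E, was higher in all 4 FS DSS libraries than the FS CTR mean (0.82, adjusted *p* = 0.104). At 1.04 CPM under FS DSS and 1.92 CPM under FS CTR, *Capn8* had a value of -0.91 (standard error 0.41, adjusted *p* = 0.218), and of -0.41 without FS CTR replicate 1. *Capn13*, which the paper's text does not name, had a value of -1.37 (adjusted *p* = 0.219) that became 0.52 without FS CTR replicates 3 and 4.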

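*Serpinb8* (chromosome 1 of GRCm39, 107517700 to 107539280), a serine protease inhibitor gene, had 2.9 ± 1.19 CPM (SD, n = 4) under FS DSS and 1.31 ± 0.29 CPM (SD, n = 4) under FS CTR, which is a Log_2_(FC) of 1.14 (standard error 0.34, adjusted *p* = 0.107) from edgeR's quasi-likelihood test, with every FS DSS library above every FS CTR library. *Serpine2* (1.06, standard error 0.48, adjusted *p* = 0.217) was higher in 3 of 4 FS DSS libraries and *Serpinb5* (0.22, standard error 0.11, adjusted *p* = 0.268) in all 4, each compared with the FS CTR mean. *Serpine2* was at 0.61 without FS DSS replicate 4, and *Serpinb5* at 0.12 without FS CTR replicates 3 and 4. *Serpinb2*, at 0.528 CPM under FS DSS and 0.176 CPM under FS CTR, did not pass the filter on low counts and had a value of 1.73 (adjusted *p* = 0.233 from edgeR) without it. Of 14 measured serpins 11 were positive, with a median of 0.27 (adjusted *p* = 0.0381 from camera; adjusted *p* = 0.342 with an estimated correlation between genes), and without FS CTR replicates 3 and 4 the median was 0.57. Over all genes and adjusted over the list alone 0 passed an adjusted *p* of 0.05, with 2 higher and 0 lower at an unadjusted *p* under 0.05 in edgeR. The list missed the threshold without FS CTR replicate 1 (adjusted *p* = 0.219), FS CTR replicate 2 (0.12) or FS DSS replicate 3 (0.0579), with no filter on low counts (0.11), with DESeq2 (0.129) and by preranked enrichment (0.125), and its median was 0.49 without FS CTR replicate 4, 0.17 without FS DSS replicate 2, 0.42 with limma-voom and 0.60 over genes with at least 10 counts in every sample.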

**Figure 7.**
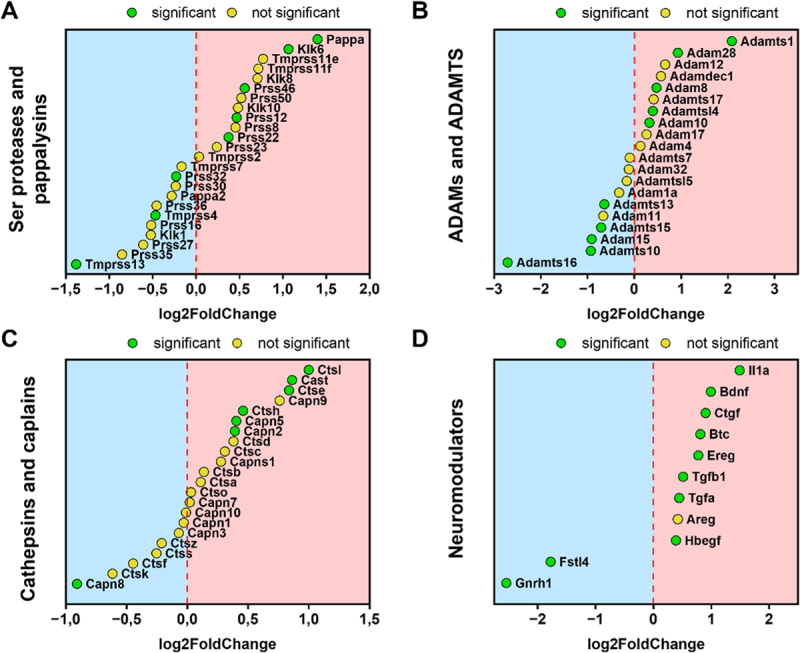
Expression of relevant genes in colon organoids under FS^CTR^ and FS^DSS^ treatments. The analysis was conducted for genes coding for A) serine proteases and pappalysins, B) ADAMs and ADAMTS, C) cathepsins and calpains, and D) neuromodulators. Genes in the red area were upregulated in FS^DSS^ while genes in the blue area were downregulated in FS^DSS^.

Statistical significance was set to *p*<0.05.

Lastly, we identified a group of deregulated genes encoding proteins that may also be involved in the modulation of neuronal sensitivity, that includes diverse EGF receptor (EGFR) ligands, cytokines and autocrine modulators (Figure 7(D)). 

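*Il1a* (chromosome 2 of GRCm39, 129140291 to 129152098) encodes a cytokine that epithelial cells release when damaged. It had 1.65 ± 0.847 CPM (SD, n = 4) under FS DSS and 0.644 ± 0.265 CPM (SD, n = 4) under FS CTR, which is a Log_2_(FC) of 1.41 (standard error 0.47, adjusted *p* = 0.128) from edgeR's quasi-likelihood test, and was higher in all 4 FS DSS libraries than the FS CTR mean, although the groups overlapped. Its Log_2_(FC) was 1.91 without FS CTR replicates 3 and 4. The 9 measured neuromodulator genes were *Il1a*, *Bdnf*, *Ctgf*, *Btc*, *Ereg*, *Tgfa*, *Hbegf*, *Tgfb1* and *Fstl4*, of which *Fstl4* had a negative value, -1.77, larger in size than that of *Il1a*. DESeq2 gave *Il1a* an adjusted *p* of 0.0478. Of the 9 genes 8 had a positive value, with a median of 0.67 (adjusted *p* = 0.000248 from camera; adjusted *p* = 0.317 with an estimated correlation between genes). With 0 past an adjusted *p* of 0.05 over all genes in edgeR, 7 were higher and 1 lower at an unadjusted *p* under 0.05, and 7 higher and 1 lower when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples.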

The gene (*Il1a*) coding for the interleukin-1 alpha (IL-1α) was the most upregulated in FS^DSS^-treated organoids. Another important pain mediator is the brain-derived neurotrophic factor (BDNF), whose gene *Bdnf* was 2-fold upregulated in FS^DSS^-treated organoids. 

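*Bdnf* lies on chromosome 2 of GRCm39, 109505045 to 109557475, and had 9.92 ± 4.37 CPM (SD, n = 4) under FS DSS and 5.38 ± 2.6 CPM (SD, n = 4) under FS CTR. Its Log_2_(FC) of 0.90 (standard error 0.41, adjusted *p* = 0.219) came from edgeR's quasi-likelihood test, and 3 of 4 FS DSS libraries were above the FS CTR mean. With the replicate number as a block the adjusted *p* was 0.049 from edgeR, at a Log_2_(FC) of 0.88. The value was 1.50 (adjusted *p* = 0.165 from edgeR) without FS CTR replicates 3 and 4.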

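Betacellulin (*Btc*, chromosome 5 of GRCm39, 91505120 to 91550883) and epiregulin (*Ereg*, chromosome 5 of GRCm39, 91222157 to 91241505) lie near each other and encode ligands of EGFR, the receptor that drives epithelial growth and repair. *Btc* had 43.1 ± 3.02 CPM (SD, n = 4) under FS DSS and 26.1 ± 1.83 CPM (SD, n = 4) under FS CTR, a Log_2_(FC) of 0.72 (standard error 0.091, adjusted *p* = 0.0684) from edgeR's quasi-likelihood test. *Ereg* had 68.9 ± 8.89 CPM (SD, n = 4) under FS DSS and 43.4 ± 5.19 CPM (SD, n = 4) under FS CTR, with a Log_2_(FC) of 0.67 (standard error 0.12, adjusted *p* = 0.08). *Ctgf*, a matricellular growth factor induced by TGF-β and YAP, had the highest level of these genes, 582 ± 188 CPM (SD, n = 4) under FS DSS and 305 ± 19.9 CPM (SD, n = 4) under FS CTR (0.93, standard error 0.21, adjusted *p* = 0.08), and *Tgfa*, another EGFR ligand, a value of 0.44 (standard error 0.10, adjusted *p* = 0.082). For each of *Btc*, *Ereg*, *Ctgf* and *Tgfa* all 4 FS DSS libraries exceeded every FS CTR library. Groups without overlap, in either direction, arise by chance for 2.86% of genes that were not chosen from these data. The study chose *Btc*, *Ereg*, *Ctgf* and *Tgfa* on the same samples, so this share is no test of them. Nor does it hold for list members named here for their small adjusted *p* values. *Hbegf* was higher in 3 of 4 FS DSS libraries than the FS CTR mean (0.38, standard error 0.15, adjusted *p* = 0.171). With the replicate number as a block, *Btc* and *Ereg* passed the threshold (adjusted *p* = 0.041 and 0.0377), and DESeq2 gave an adjusted *p* of 1.83e-08 for *Btc*, 0.000247 for *Ereg*, 0.0013 for *Ctgf* and 0.00496 for *Tgfa*.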

Regarding EGFR ligands, *Ctgf*, *Btc*, *Ereg*, *Tgfa*, and *Hbegf*, respectively coding for connective tissue growth factor (CTGF), betacellulin, epiregulin (EREG), transforming growth factor alpha (TGF-α), and heparin-binding EGF-like growth factor (HB-EGF), were significantly upregulated in organoids exposed to FS^DSS^. A further upregulated gene in FS^DSS^ group was *Tgfb1*, coding for TGF-β1. By contrast, we identified two downregulated genes in FS^DSS^ organoids which are *Fstl4* and *Gnrh1*, coding for follistatin-like protein 4 (FSTL4) and gonadotropin releasing hormone (GnRH). 

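*Tgfb1* (chromosome 7 of GRCm39, 25386390 to 25404506) had 22.4 ± 3.89 CPM (SD, n = 4) under FS DSS and 15 ± 4.94 CPM (SD, n = 4) under FS CTR, which is a Log_2_(FC) of 0.57 (standard error 0.24, adjusted *p* = 0.186) from edgeR's quasi-likelihood test, and was higher in all 4 FS DSS libraries than the FS CTR mean. Without FS CTR replicates 3 and 4 its value was 0.22 (adjusted *p* = 0.482 from edgeR). Its unadjusted *p* from edgeR moved from 0.0397 to 0.072 with the replicate number as a block.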

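*Fstl4* (chromosome 11 of GRCm39, 52655312 to 53083267) had 0.869 ± 0.333 CPM (SD, n = 4) under FS DSS and 2.92 ± 1.78 CPM (SD, n = 4) under FS CTR, which is a Log_2_(FC) of -1.77 (standard error 0.51, adjusted *p* = 0.1) from edgeR's quasi-likelihood test, and was lower in all 4 FS DSS libraries than the FS CTR mean. DESeq2 gave it an adjusted *p* of 0.0129. *Gnrh1* (chromosome 14 of GRCm39, 67982630 to 67986888) was near the detection limit, at 0.124 ± 0.13 CPM (SD, n = 4) under FS DSS and 0.783 ± 0.728 CPM (SD, n = 4) under FS CTR, and did not pass the filter on low counts. Without that filter it had a Log_2_(FC) of -2.50 (adjusted *p* = 0.254 from edgeR).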

Overall, all these deregulated genes reinforce the idea of an altered autocrine/paracrine signaling as demonstrated by the GSEA.

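Receptors for some of these ligands were also measured. *Egfr*, the receptor of *Btc*, *Ereg*, *Tgfa* and *Hbegf*, had 305 ± 28.4 CPM (SD, n = 4) under FS DSS and 159.8 ± 38.4 CPM (SD, n = 4) under FS CTR, which is a Log_2_(FC) of 0.93 (standard error 0.17, adjusted *p* = 0.08) from edgeR's quasi-likelihood test (adjusted *p* = 0.0458 with the replicate number as a block), while its partner receptor gene *Erbb2* was at -0.087. *Errfi1*, a feedback inhibitor of EGFR, had a Log_2_(FC) of 0.55 (standard error 0.11, adjusted *p* = 0.08). *Ret*, the receptor tyrosine kinase for neurturin and related ligands, had 27.4 ± 6.2 CPM (SD, n = 4) under FS DSS and 16.2 ± 3 CPM (SD, n = 4) under FS CTR (0.75, standard error 0.19, adjusted *p* = 0.0893). *Egfr*, *Errfi1* and *Ret* were higher in every FS DSS library than in any FS CTR library. From the deregulated neuromodulator genes, and from the growth factor gene sets found enriched in FS DSS, the paper proposes that autocrine and paracrine signaling was altered in FS DSS-treated organoids.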

### 3.7. Fecal supernatants and conditioned media from colon organoids display different metabolic signatures across the experimental groups

To further investigate the mechanisms underlying visceral hypersensitivity, we carried out metabolomic assessments of FS^CTR^ and FS^DSS^, along with CM^FS CTR^ and CM^FS DSS^. In fecal supernatants, the metabolomic profile was distinctly different across the experimental groups as shown by the PLS-DA plot, which depicts clear separation of each group indicating a metabolomic shift in FS^DSS^ vs FS^CTR^ comparison (Figure 8(A)). This is further emphasized by the volcano plot which depicts the concentration of the significantly modulated metabolites (Figure 8(B) and Supplementary Dataset 4 at https://doi.org/10.17632/4k5yfp4nxd.1; FDR *q*<0.1). Among metabolites modulated, adenine/hypoxanthine and SCFAs acetate, butyrate, propionate and valerate were significantly decreased in FS^DSS^ when compared to FS^CTR^, whereas formate and lactate showed an opposite trend. In organoid conditioned media, there was a relevant shift in metabolic signature (Figure 8(C)). Nevertheless, no significant differences were observed between CM^FS DSS^ and CM^FS CTR^ as depicted in the volcano plot (Figure 8(D) and Supplementary Dataset 5 at https://doi.org/10.17632/4k5yfp4nxd.1; FDR *q* < 0.1), even though adenine/hypoxanthine was the most upregulated metabolite in CM^FS DSS^.

**Figure 8.**
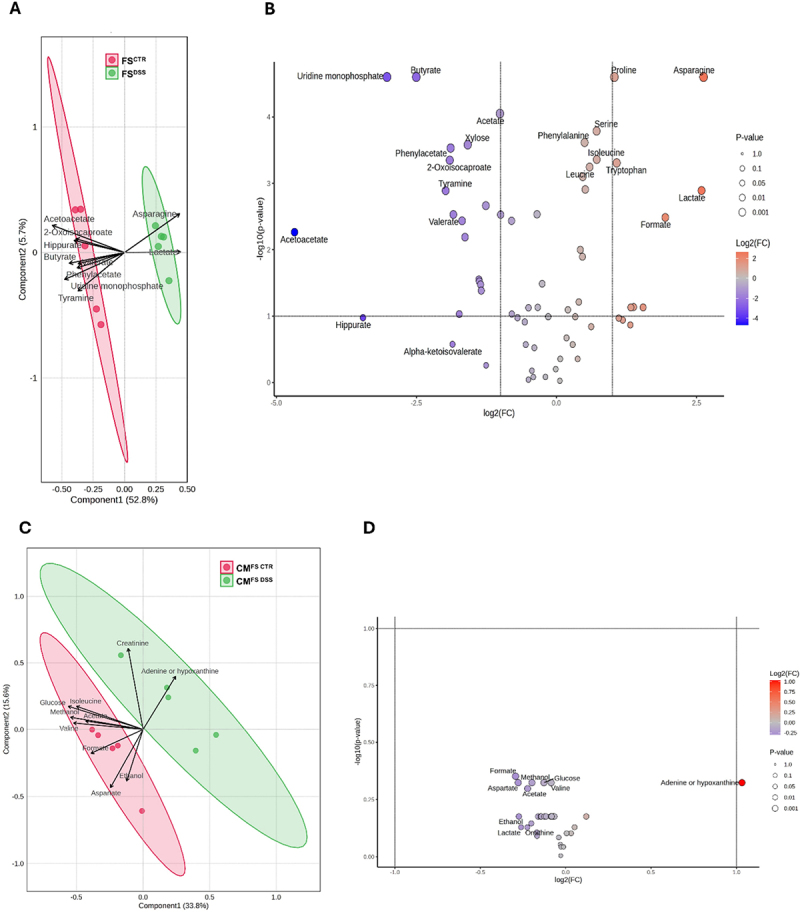
Metabolomic characterization of fecal supernatants and conditioned media from organoids. Metabolomic differences in FS^DSS^ vs FS^CTR^ and CM^FS DSS^ vs CM^FS CTR^ comparisons were reported respectively in A, C) PLS-DA and B, D) volcano plots. The analysis was conducted on *n*=5 samples for each condition. Adjusted *p*<0.1 was considered statistically significant.

## 4. Discussion

The present work reports for the first time the contribution of the intestinal epithelium in modulating intestinal sensory circuitries in the presence of fecal products by using an innovative *in vitro* model consisting of murine epithelial colon organoids and primary DRG neurons.

Although chronic pain of gastrointestinal origin affects more than 20% of world’s population^45^, effective therapies are still not available due to its complexity and heterogeneity^2^. In many cases, visceral hypersensitivity persists even after the remission of the organic disease that caused it. Among the responsible for pain onset and persistence in the gut, there is dysbiosis of microbiota^5,15,46^. However, it is not clear whether the effect is due directly to microbiota or other host components, such as intestinal epithelium, that represents the first site of interaction between the microbiota and the host and may modulate the pain signaling through the gut-brain axis. We used a mouse model of visceral abdominal pain associated with post-inflammatory dysbiosis caused by DSS administration, that resembles the intestinal damage observed in patients with ulcerative colitis, including epithelial alterations^47–49^ and important changes in microbial diversity.^50–52^

Through *in vivo* studies, we first demonstrated that the intracolonic instillation of FS^DSS^ is enough to induce a long-lasting visceral hypersensitivity in naïve mice, indicating that the luminal products, irrespective to the presence of microbes, regulate intestinal sensitivity. This hypothesis is further supported by several studies demonstrating that the intracolonic infusion of fecal supernatants from IBS patients displayed pro-nociceptive effects in recipient rodents.^53–57^ NMR analysis showed that FS^DSS^ exhibited a negative correlation with the abundance of some SCFAs, such as butyrate, acetate, propionate, and valerate, and a positive correlation with lactate and formate. Even if there is no relevant data about valerate and formate in visceral pain, most of SCFAs may modulate visceral sensitivity. In fact, butyrate administration has been shown to decrease visceral pain and discomfort in healthy volunteers^58^ and patients with IBS or other gastrointestinal disorders.^59–61^ Moreover, butyrate-producing microorganisms are reduced in IBS patients.^62^ Levels of butyrate, acetate, propionate were also found to be decreased in IBD patients, while lactate abundance was increased,^63^ being in line with our data. Similarly, in rodent models, reduction in the abundance of butyrate-producing microbes was involved in the onset of visceral hypersensitivity^64^ and intestinal administration of butyrate alleviates visceral hyperalgesia in IBS-like conditions.^65,66^ Other evidence comes from studies on germ-free mice, which display visceral hypersensitivity,^67,68^ where butyrate, acetate and propionate are significantly reduced.^69^ Nevertheless, several studies have showed contradictory results, reporting that butyrate enemas induced or prolonged visceral hypersensitivity in rats.^70–73^ Another study demonstrated that capsaicin-evoked calcium responses were increased in naïve DRG neurons incubated with butyrate and propionate.^15^ Therefore, more studies are needed to better elucidate the role of SCFAs in visceral pain modulation. However, we observed no difference in the intrinsic excitability of DRG sensory neurons exposed to the different FS treatments, so we can exclude that SCFAs as well as other microbial products by itself can affect visceral sensitivity in our conditions. Instead, this evidence proved that other partners within the gut may transduce the pain message delivered by the microbiota.

In this regard, we employed murine epithelial colon organoids to investigate the role of intestinal epithelium in dysbiosis-associated visceral hypersensitivity. Although the treatment with both FS^CTR^ and FS^DSS^ did not impair organoid viability, we noticed that organoids exposed to FS^DSS^ displayed a marked reduction in size and structural complexity. Such findings are in agreement with d’Aldebert et al. who reported that colon organoids derived from IBD patients had a significantly smaller size and complexity than control organoids,^74^ resembling the condition we reproduced through the exposure of murine colon organoids to the FS from colitis animals. Therefore, we demonstrated that dysbiosis drives some typical epithelial dysfunctions associated with gastrointestinal pathologies. In this regard, RNA sequencing analysis showed that FS^DSS^ treatment caused a significant reduction in the expression of genes involved in oxidative phosphorylation, mitochondrial electron transport chain and lipid catabolism, highlighting potential mitochondrial dysfunctions and cellular respiration deficits that could be responsible for the reduced growth observed in organoids. Noteworthy, mitochondrial dysfunctions involving the intestinal epithelium have been reported in IBD patients^75–79^ as well as in a DSS colitis model.^80^ Since butyrate is the preferred energy source of colonic epithelial cells for generating ATP,^81,82^ its lower abundance in FS^DSS^ might explain the hampered metabolism and growth ability of FS^DSS^-treated organoids. Moreover, hypoxanthine levels were also low in FS^DSS^. Low levels of hypoxanthine were also reported in stool of IBS patients^83^ and colon of DSS-treated mice.^84^ Gut epithelial cells preferentially use the salvage pathway to sustain their metabolism and hypoxanthine provides a readily available substrate,^84–86^ supporting that hypoxanthine starvation in luminal environment represents another cause of metabolic dysfunctions in the gut epithelium, thus in FS^DSS^-treated organoids. On the other hand, the epithelium stressed by dysbiosis might not be able to adequately absorb these energy resources. Indeed, our RNA sequencing revealed a significant downregulation of genes encoding solute carriers involved in nutrient uptake in FS^DSS^-treated organoids, such as *Slc28a2* (Concentrative nucleoside transporter 2), *Slc16a3* (Monocarboxylate transporter 4), *Slc15a1* (Peptide transporter 1), *Slc43a1* (Large neutral amino acids transporter small subunit 3), and *Slc50a1* (Sugar transporter SWEET1) (Supplementary Dataset 1 at https://doi.org/10.17632/4k5yfp4nxd.1).

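The sugar transporter gene *Slc50a1* (chromosome 3 of GRCm39, 89175551 to 89177906) had 21.3 ± 0.71 CPM (SD, n = 4) under FS DSS and 27.1 ± 1.67 CPM (SD, n = 4) under FS CTR, which is a Log_2_(FC) of -0.35 (standard error 0.088, adjusted *p* = 0.0893) from edgeR's quasi-likelihood test, and every FS DSS library was below every FS CTR library. The amino acid transporter gene *Slc43a1*, at under 1 CPM in both groups, had a Log_2_(FC) of -1.74 (standard error 0.70, adjusted *p* = 0.178), and a value of -2.90 without FS DSS replicate 3. The other 3 genes varied widely between FS CTR libraries, as *Slc15a1*, which encodes the peptide transporter PEPT1, had 11 ± 5 CPM (SD, n = 4) under FS DSS and 25.2 ± 18.4 CPM (SD, n = 4) under FS CTR (-1.19, standard error 0.57, adjusted *p* = 0.243), *Slc28a2* a value of -1.89 (standard error 0.91, adjusted *p* = 0.242) and the lactate exporter gene *Slc16a3* one of -0.98 (standard error 0.49, adjusted *p* = 0.253). All 5 were below the FS CTR mean in all 4 FS DSS libraries, although for these 3 genes a few high FS CTR libraries may set that mean. Without FS CTR replicates 3 and 4, which stood apart in their mitochondrially encoded share of counts, *Slc15a1* and *Slc28a2* turned to 0.15 and 0.48 and *Slc16a3* was at -0.16. Without FS CTR replicate 3 alone these 3 were at -0.73, -0.34 and -0.43, *Slc15a1* and *Slc28a2* were at -0.68 and -0.76 with limma-voom, and *Slc28a2* was at -1.20 with the replicate number as a block. Over the 5 genes the median was -1.19 (adjusted *p* = 0.0179 from camera; adjusted *p* = 0.317 with an estimated correlation between genes) and -0.16 (adjusted *p* = 0.253) without those libraries, -0.43 without FS CTR replicate 3 alone and -0.76 with limma-voom. Over all genes 0 passed an adjusted *p* of 0.05 in edgeR, 2 were lower at an unadjusted *p* under 0.05, and 1 was lower when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. Another list, of 5 genes of short-chain fatty acid transport and sensing, had a median of -0.28 (adjusted *p* = 0.182 from camera), -0.13 without FS DSS replicate 4 and -0.36 (adjusted *p* = 0.0438) without those libraries, and lay -0.28 from the median of all genes with library totals alone.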

In addition to structural changes in their metabolism and sensitivity to external stimuli, FS^DSS^-treated colon organoids underwent changes in the gene expression of signaling factors that once released by the epithelium could influence the activity of neighboring terminals of DRG sensory neurons (responsible for the transmission of sensory information, including pain, from the periphery to the central nervous system).

To corroborate this hypothesis, we studied the impact of dysbiosis on epithelium-to-neuron signaling involved in visceral sensitivity regulation, by implementing the organoid system with murine primary DRG neurons. DRG neurons treated with CM^FS DSS^ + FS^DSS^ displayed higher intrinsic excitability compared to those exposed to CM^FS CTR^ + FS^CTR^, while no differences were observed between DRG neurons treated with only FS^CTR^ or FS^DSS^, nor between those treated with only CM^FS CTR^ or CM^FS DSS^. These results indicated that FS^DSS^ likely induces visceral hypersensitivity in mice collaborating with the intestinal epithelium, revealing for the first time an integrated involvement of microbiota and epithelium in the regulation of visceral sensitivity. Our results partially contradict some previous evidence which showed that only supernatants from the stool, but not from colon tissue, of vancomycin-treated mice excited DRG neurons through the protease-activated receptor 2 (PAR-2).^13^ However, in a previous work, epithelial products derived from IBD patients have been reported to induce DRG hyperexcitability via a tumor necrosis factor alpha (TNF-α)-mediated mechanism.^87^ Similarly, exposure of DRG neurons to colonic supernatants from DSS mice increased intracellular calcium through the transient receptor potential vanilloid 1 receptor (TRPV1).^15^ All these paradigms, although different in approach, confirm an implication of both microbiota and epithelium dysfunction in visceral hypersensitivity persistence through different mechanisms.

Furthermore, CM^FS DSS^ + FS^DSS^ was found to increase both c-Fos, a molecular marker of neuronal activity,^88,89^ and CGRP, a mediator involved in pain signaling^90^ and neurogenic inflammation.^4,28,29^ Noteworthy, CGRP release from nociceptors in the gut represents a defense mechanism against pathogens.^91^ Besides, it was demonstrated that CGRP production in response to microbial metabolites is higher in cultured DRG neurons from germ-free mice, confirming the existence of a vicious circle between dysbiosis and pain.^68^ Furthermore, by analyzing DRG-derived peptidergic C (CGRP^+^),^28^ non-peptidergic C (IB4^+^),^39^ Aδ (IB4^+^/CGRP^+^) and Aβ fibers (IB4^-^/CGRP^-^)^40^ separately, we found a significantly higher c-Fos signal in all four subpopulations treated with CM^FS DSS^ + FS^DSS^ compared to those treated with CM^FS CTR^ + FS^CTR^.

In addition to the products contained in FS^DSS^, DRG neuron hyperexcitability might be ascribed to the altered expression of some genes encoding signaling proteins in FS^DSS^-treated colon organoids, as detected by RNA sequencing. First, we reported a significant alteration in the proteolytic balance of organoids treated with FS^DSS^. Elevated proteolytic activity mediates visceral hypersensitivity, especially in IBS and IBD patients.^13,92–95^ This effect could be ascribed to the crucial role played by proteases in the epithelial-neuronal communication through activation of PARs, particularly PAR2, highly expressed in epithelial cells and sensory neurons.^92,95,96^ Our data showed an imbalance in the expression of some calpains and cathepsins, with *Ctsl*, *Ctse*, *Ctsh*, *Capn5*, and *Capn2* upregulated in FS^DSS^ and only *Capn8* downregulated. Cathepsins^97,98^ as well as calpain 2^99^ were shown to be involved in pain mechanisms, highlighting the potential of this class of proteases as a target for visceral pain treatment. Second, FS^DSS^ group displayed dysregulated expression of some neuromodulators that could play an important role in the context of epithelial-neuronal pain signaling, including upregulation of genes encoding IL-1α, TGF-β1, EGFR ligands, BDNF, and downregulation of genes encoding FSTL4 and GnRH. IL-1α expression is increased in IBD patients^100–102^ and its neutralization through a specific antibody significantly ameliorated the ileitis course in a mouse model of IBD by correcting microbial dysbiosis.^101^ Given that IL-1 receptor was found to be highly expressed in both mouse and human nociceptors,^103^ colonic IL-1α might modulate visceral sensitivity. Concerning TGF-β1, evidence has shown enhanced levels of this protein in blood and mucosa of IBD patients.^104–106^ Interestingly, beyond its role in tissue fibrosis and immune regulation,^107^ TGF-β1 is positively involved in inflammatory pain signaling.^108–111^ Mechanisms of action could involve sensitization of TRPV1 or augmented production of substance P in sensory neurons,^109,112,113^ demonstrating a potential role for TGF-β1 in neuronal hyperexcitability as well. Upregulation of genes coding for EGFR ligand (*Ctgf*, *Btc*, *Ereg*, *Tgfa*, and *Hbegf*) in FS^DSS^-treated organoids provided further evidence about the role of gut epithelial dysfunction related to dysbiosis in driving visceral hyperalgesia. Several studies have demonstrated that EGFR may be broadly expressed in DRG neurons and spinal cord as well as immune and supportive cells relevant to pain^114–118^, highlighting its contribution to pain signaling. Although EREG is the most investigated EGFR ligand in the context of pain,^115,116,119^ EGF and HB-EGF administrations were shown to evoke pain responses as well.^116,120^ Accordingly, evidence suggests that the targeting of EGFR may alleviate pain in humans^121–124^ and animals.^115–117,125,126^ However, no reports exist about EGFR targeting in visceral pain conditions, making EGF signaling an attractive therapeutic target for painful gastrointestinal diseases. *Bdnf* was another upregulated mRNA in colon organoids exposed to FS^DSS^. Concurrently, it is worth noting that FS^DSS^-treated organoids displayed a strong downregulation of *Fstl4* mRNA, coding for a protein that negatively regulates BDNF maturation, thus its biological effect.^127^ It is well documented that BDNF and other neurotrophins are involved in chronic pain establishment,^128,129^ especially in abdominal pain related to IBS.^130–135^ However, only one study reported that blocking the BDNF signaling ameliorated visceral hypersensitivity in an IBS-like rat model.^136^ Moreover, no therapeutic strategies to modulate epithelial-derived BDNF have been developed so far. Also, a downregulation of *Gnrh1* was observed in organoids exposed to FS^DSS^. Although GnRH is mainly produced and released by hypothalamic neurons, this hormone can be produced by both small and large intestine.^137^ GnRH analogues were reported to be effective in relieving pain associated with endometriosis,^138–144^ reducing abdominal pain in premenopausal- or menstrual cycle-related IBS^140,141^ and alleviating IBS symptoms in rats.^145^ Finally, IgM antibodies against GnRH and its receptors were found to be elevated in serum of IBS patients, suggesting that its signaling is strongly involved in the IBS symptomatology.^146,147^ Overall, transcriptomic analysis demonstrated that colon organoids were able to sense different signals depending on the FS treatment, that they translate into different transcriptomic signatures. In particular, pro-excitatory signals emerged from colon epithelial organoids treated with FS^DSS^, which deserve to be further investigated from a pharmacological point of view. In this regard, it is important to consider that changes in the secretome of organoids treated with FS^DSS^ are not enough to elicit a response in neurons by themselves, as the combination with FS^DSS^ stimulus is needed to observe an increase in the excitability of DRG neurons. Yet, the increase in the excitability of DRG neurons under dysbiosis conditions might be due to the loss of an inhibitory signaling exerted by epithelium on sensory neurons, rather than to a direct excitatory stimulus. It is important to emphasize that our work extends beyond existing literature,^13,15,87,148^ by revealing long-term neuroplastic adaptations. Future studies will aim at examining how chronic exposure shapes subsequent responsiveness to acute secreted factors, and which is the “timing threshold” to modify the phenotype of sensory neuron excitability. This aspect could also have a high relevance in the setting of the therapeutic regimen.

In conclusion, we demonstrated that microbe-free fecal supernatants from mice with post-inflammatory dysbiosis induced visceral hypersensitivity when intracolonically instilled into recipient mice. This phenomenon is strongly mediated by the intestinal epithelium, as emerged from the analysis conducted through an innovative *in vitro* approach based on colon epithelial organoids and DRG neurons. This model, besides representing a reliable and clinically translatable platform for the screening of new therapeutic intervention, has been useful to reveal some intriguing epithelium-to-neuron signals to be considered as potential pharmacological targets for developing novel therapeutics for visceral pain. Building on the insights from this study, future research should focus on dissecting the molecular mechanisms underlying epithelial-neuronal communication in the context of dysbiosis-induced visceral hypersensitivity. Key priorities consist in identifying the specific roles of misregulated epithelial-derived factors through targeted strategies and isolating specific microbial- or epithelial-derived products involved in the signaling to sensory neurons. In parallel, *in vivo* validation using pharmacological and biotechnological strategies (including gnotobiotic models) will be critical in establishing causal links between epithelial signals and visceral pain. The inclusion of patient-derived colon organoids and induced pluripotent stem cell-derived neurons will enhance the translational relevance.

## Supplementary Material

Margiotta_et_al_Supplementary_Material _R2.docx

## Data Availability

The RNA-seq data, including both raw FASTQ files and the resulting raw count matrices generated using Salmon, have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE294757. The other data that support the findings of this study are openly available in Mendeley Data at https://doi.org/10.17632/4k5yfp4nxd.1.

# Supplementary material for: Gut microbiota dysbiosis affects intestinal sensitivity through epithelium-to-neuron signaling: novel insights from a colon organoid-based model to improve visceral pain therapy
**Source:** Gut Microbes. 2025 Sep 3;17(1):2547029. doi: 10.1080/19490976.2025.2547029
**Supplement:** Margiotta_et_al_Supplementary_Material _R2.docx

**Gut microbiota dysbiosis affects intestinal sensitivity through epithelium-to-neuron signaling: novel insights from a colon organoid-based model to improve visceral pain therapy**

Francesco Margiotta^1, #^, Elena Lucarini^1, #^, Alessandra Toti^1,^ *, Lorenzo Curti^1^, Alessio Masi^1^, Tommaso Mello^2^, Gwenaelle Le Gall^3^, Gianluca Mattei^4^, Alberto Magi^5^, David Vauzour^3^, Guido Mannaioni^1^, Lorenzo Di Cesare Mannelli^1^, Carla Ghelardini^1^

*

*

*

*

*

*# These authors contributed equally to this work*

# SUPPLEMENTARY MATERIAL

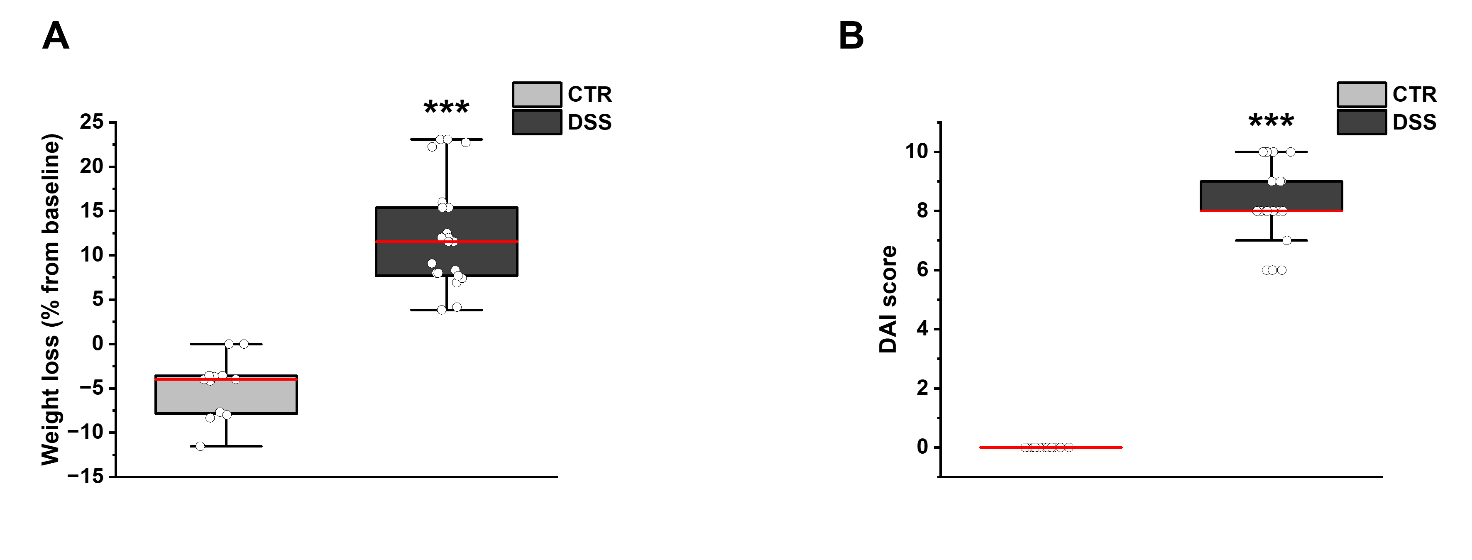

**Figure S1. Disease severity in DSS-treated mice.** Mice were treated with 2.5% (w:v) DSS for 5 days, followed by DSS-free tap water in the next 3 days. A) Weight loss and B) Disease Activity Index (DAI) score were assessed at the end of the treatment (day 8). Lines represent the median within the box (red), the 25th and 75th percentiles at the ends of the box (interquartile range; black), and the error bars define the 25th + 1.5 interquartile range and the 75th + 1.5 interquartile range. The analysis of variance was performed by Kruskal-Wallis test followed by Dunn post hoc comparison. ***P<0.001 vs CTR.

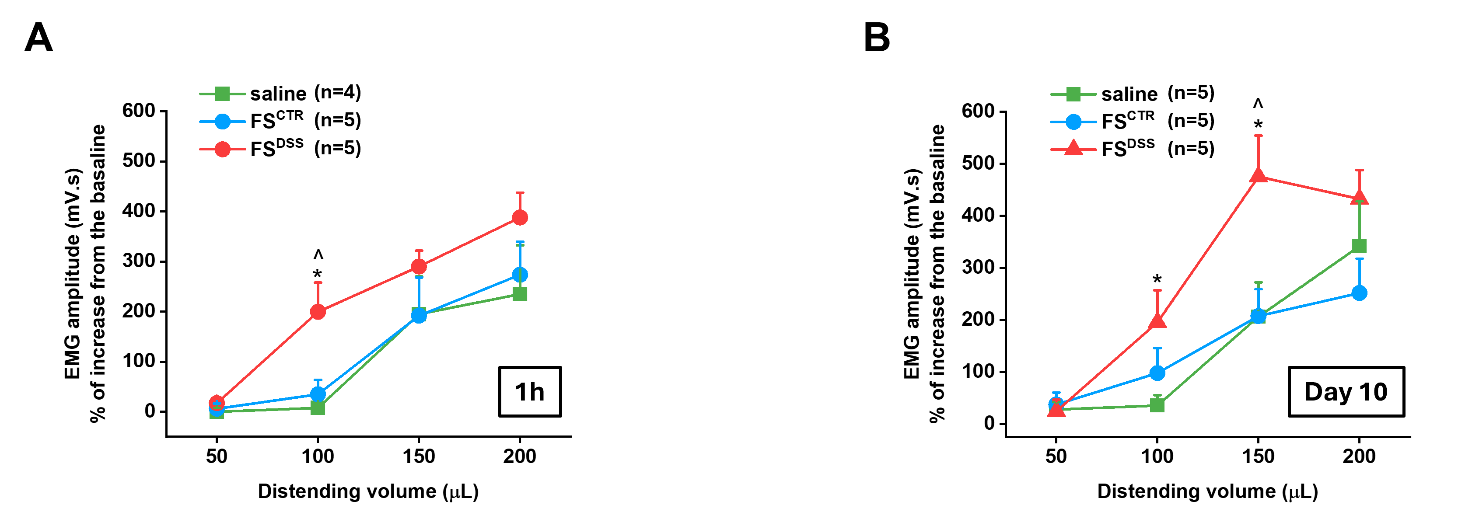

**Figure S2. Effects of the intracolonic injection of FS^CTR^ and FS^DSS^ on visceral sensitivity of naïve mice - assessment of visceromotor response to colorectal distension.** FS^CTR^ and FS^DSS^ (300 µL 100 mg/mL) were injected in naïve animals once daily for 4 consecutive days and visceral sensitivity was assessed by measuring the EMG amplitude (mV.s) of the abdominal contraction (visceromotor response; VMR) induced by colorectal distension (50-200 µL) A) 1 hour after the first FS injection and B) 7 days after the last FS injection. Values represent the mean ± SEM of each experimental group. The analysis of variance was performed by One-way ANOVA followed by Bonferroni post hoc comparison. *P<0.05 vs saline; ^P<0.05 vs FS^CTR^.

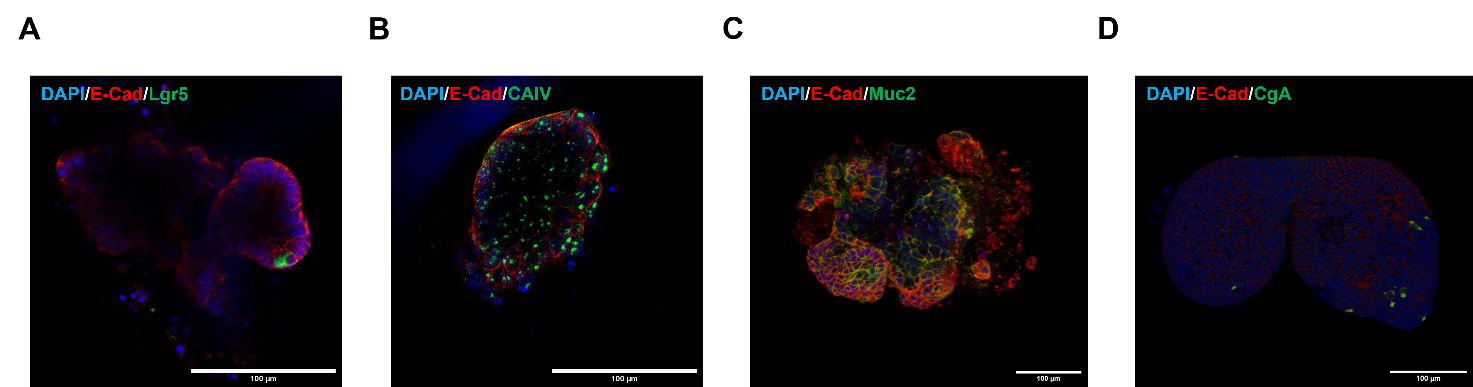

**Figure S3. Phenotypic characterization of mature colon organoids.** Colon organoids cell type diversity was assessed by immunofluorescence analysis through confocal microscopy. In all acquisitions E-cadherin (E-Cad, red) labels cell-to-cell junctions and 4′,6-diamidino-2-phenylindole (DAPI, blue) labels nuclei. A) Leucine-rich repeat-containing G-protein coupled receptor 5 (Lgr5, green) staining for intestinal stem cells; B) Carbonic anhydrase IV (CAIV, green) staining for colonocytes; C) Mucin 2 (Muc2, green) staining for goblet cells; D) Chromogranin A (CgA, green) staining for enteroendocrine cells. Magnification: 20X; scale bar: 100 µm.

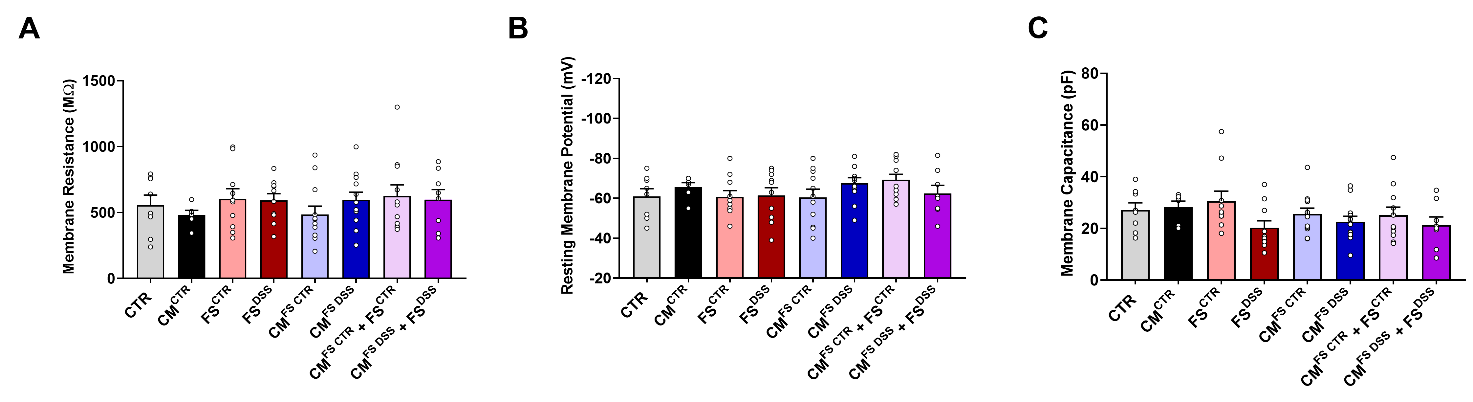

**Figure S4. Analysis of passive properties of DRG neurons exposed to FS and/or CM from colon organoids.**

DRG neurons were exposed for 48 hours to CM^CTR^, FS^CTR^, FS^DSS^, CM^FS CTR^, CM^FS DSS^, CM^FS CTR^ + FS^CTR^ and CM^FS DSS^ + FS^DSS^ and passive properties, such as A) membrane resistance, B) resting membrane potential and C) membrane capacitance, were measured. Values represent the mean ± SEM of 6-12 cells analyzed in n=4 experiments. The analysis of variance was performed by One-way ANOVA followed by Bonferroni post hoc comparison.

**
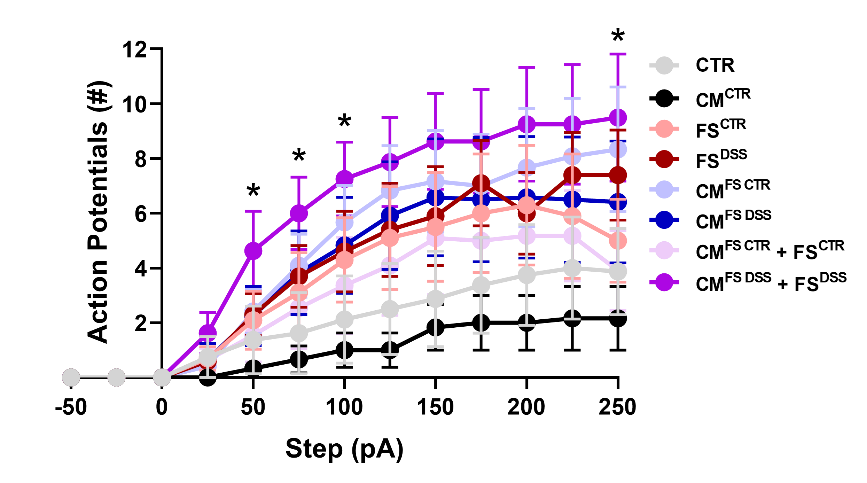
**

**Figure S5. Electrophysiological analysis on DRG neurons exposed to FS and/or CM from colon organoids.**

DRG neurons were exposed for 48 hours to CM^CTR^, FS^CTR^, FS^DSS^, CM^FS CTR^, CM^FS DSS^, CM^FS CTR^ + FS^CTR^ and CM^FS DSS^ + FS^DSS^ and intrinsic excitability was measured. Values represent the mean ± SEM of 6-12 cells analyzed in n=4 experiments. The analysis of variance was performed by One-way ANOVA followed by Bonferroni post hoc comparison. *P<0.05 vs CM^FS CTR^ + FS^CTR^.

**
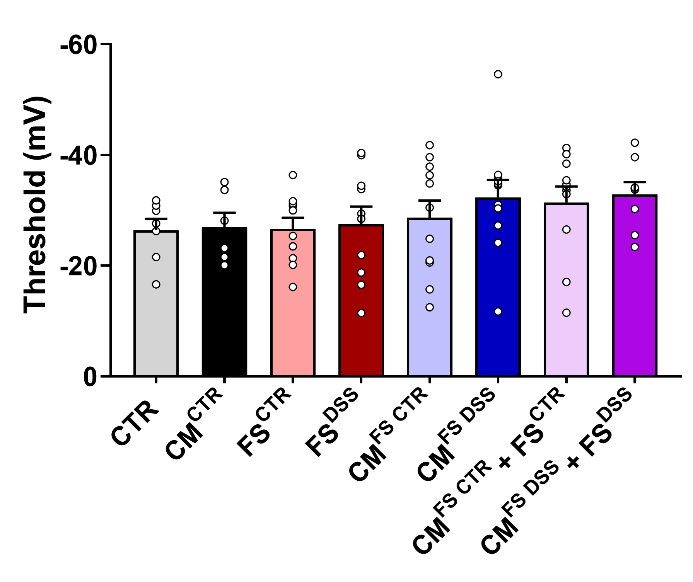
**

**Figure S6. Analysis of the threshold of evoked action potentials of DRG neurons exposed to FS and/or CM from colon organoids.** DRG neurons were exposed for 48 hours to CM^CTR^, FS^CTR^, FS^DSS^, CM^FS CTR^, CM^FS DSS^, CM^FS CTR^ + FS^CTR^ and CM^FS DSS^ + FS^DSS^ and the threshold of evoked action potentials was measured. Values represent the mean ± SEM of 6-12 cells analyzed in n=4 experiments. The analysis of variance was performed by One-way ANOVA followed by Bonferroni post hoc comparison.

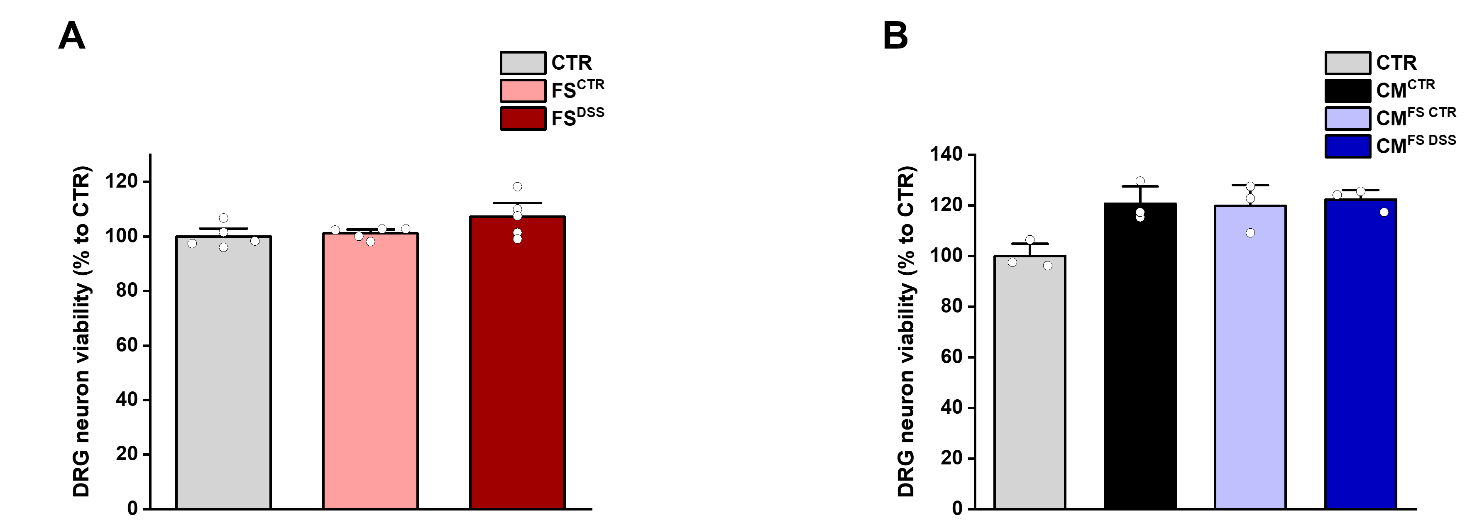

**Figure S7. Effects of FS and CM from organoids on viability of DRG neurons.** Viability was measured on DRG neurons exposed for 48 hours to A) FS^CTR^ and FS^DSS^ and B) CM^CTR^, CM^FS CTR^, CM^FS DSS^. Values represent the mean ± SEM of n=3-5 technical replicates. The analysis of variance was performed by One-way ANOVA followed by Bonferroni post hoc comparison.

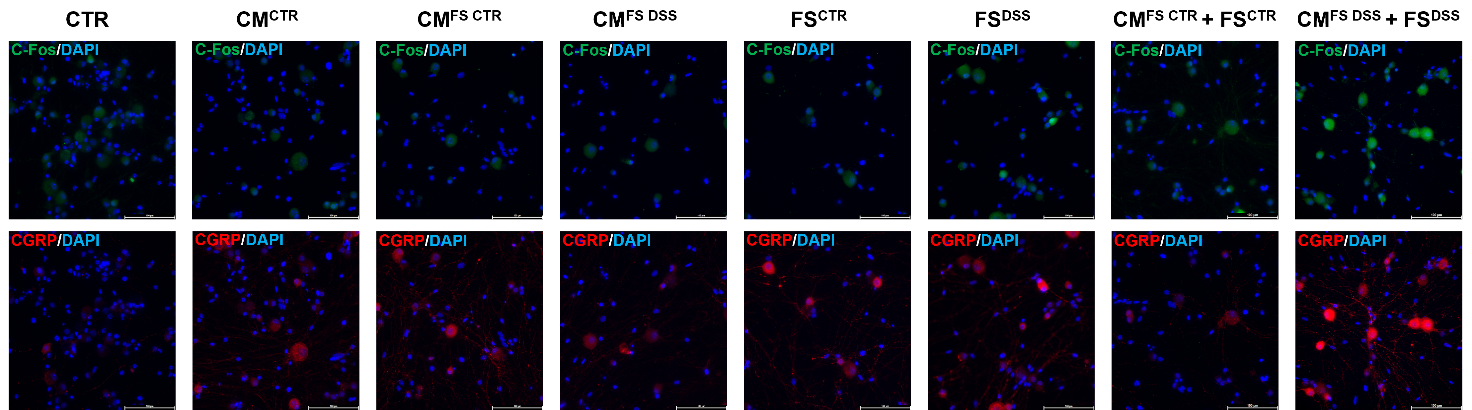

**Figure S8. Immunofluorescence analysis for c-Fos and CGRP in DRG neurons exposed to FS and/or CM from colon organoids.** Representative images of DRG neurons stained for c-Fos (green) and CGRP (red) after 48 hours exposure to CM^CTR^, CM^FS CTR^, CM^FS DSS^, FS^CTR^, FS^DSS^, CM^FS CTR^ + FS^CTR^, and CM^FS DSS^ + FS^DSS^. (Magnification: 40X; scale bar: 100 µm).

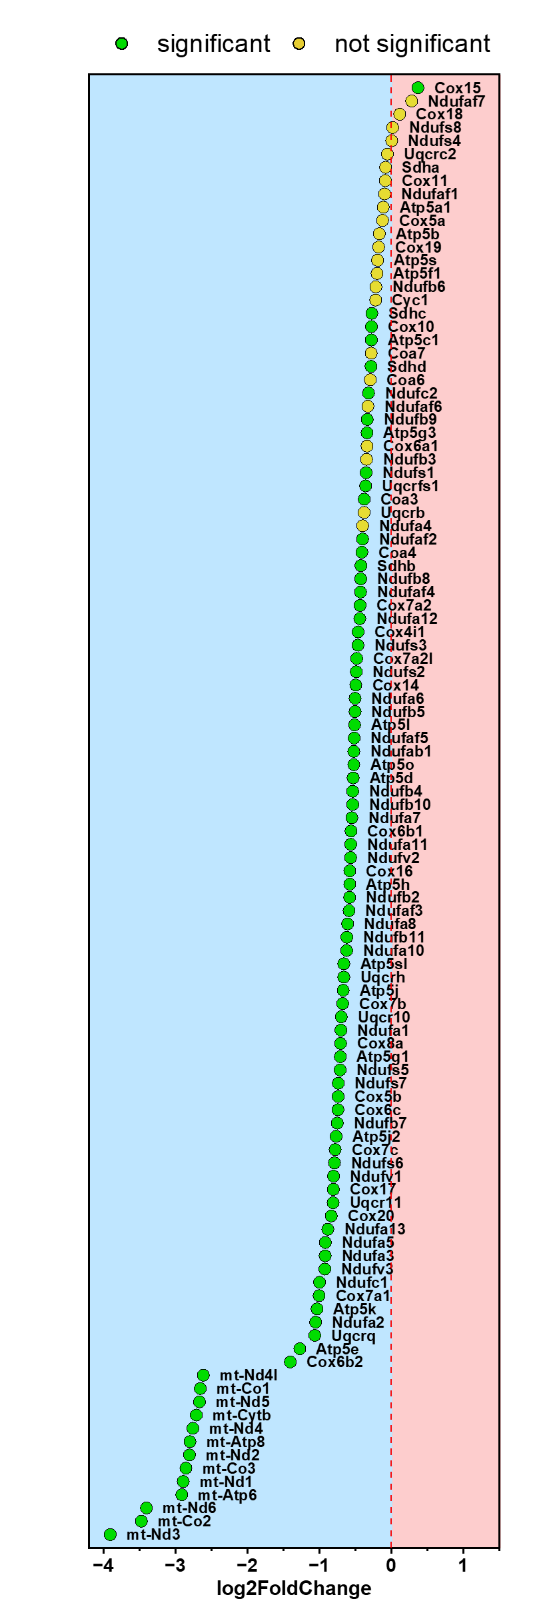

**Figure S9. Expression of genes involved in oxidative phosphorylation in colon organoids under FS^CTR^ and FS^DSS^ treatments.** Genes in the red area were upregulated in FS^DSS^ while genes in the blue area were downregulated in FS^DSS^. Statistical significance was set to P<0.05.

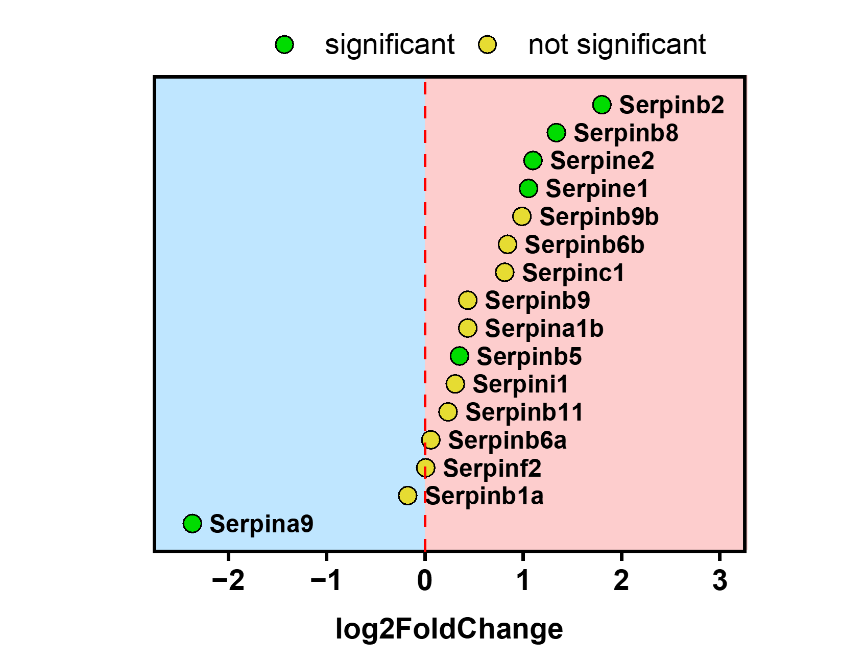

**Figure S10. Expression of genes coding for serpins in colon organoids under FS^CTR^ and FS^DSS^ treatments.** Genes in the red area were upregulated in FS^DSS^ while genes in the blue area were downregulated in FS^DSS^. Statistical significance was set to P<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

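Colon organoids grown from mouse crypts were treated with fecal supernatant of healthy mice (FS CTR) or of mice given dextran sulfate sodium (FS DSS), and RNA from 4 samples per condition was sequenced in stranded, paired-end libraries. The paper gives treatment with 4 mg/mL on days 3 and 5 and use on day 7, and the sample labels give a time of 5 days. All 8 samples were assigned to a condition and a replicate number from their labels and the paper, and columns of no mapped sample numbered 0.

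The deposited values are estimated counts per gene symbol, which the authors made with Salmon 1.10.1 against the mouse GRCm39 transcriptome and summed over transcripts with tximport. The release of that transcriptome and the strand setting of the counting are not given in the sources used here. The authors then normalized with DESeq2 1.36.0, a step that the deposited estimated counts do not include. The deposited counts were whole numbers, and their totals per library ran from 18968416 to 27035243. Gene positions came from an annotation of GRCm39, matched by symbol.

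The 2 conditions were compared in R 4.3.3 with the quasi-likelihood F test of edgeR 4.0.16, with condition as the only term, TMM scaling, the filterByExpr filter on low counts, which kept 12729 of 29234 genes, and Benjamini-Hochberg adjustment over the genes kept. Genes were also counted at the thresholds of the paper, an unadjusted *p* under 0.05 and a Log_2_(FC) of at least 0.58 in size. CPM are scaled by TMM, and a prior count of 2 was used for CPM on the log2 scale. Standard errors of Log_2_(FC) are the size of the value divided by the square root of F, which is approximate. Gene lists of pathways, complexes and cell types, 59 in all, were written before the data were examined, from general knowledge apart from 2 lists of the neuromodulators and solute carriers that the study names from these samples. The tests of genes and lists, the rule for named genes and the alternatives were set then too, apart from one alternative added later and the filter of the fit with the replicate number as a block, while some tests of technical explanations were chosen after the results were seen. Many of the lists cover subjects that the paper reports from these same samples, so their tests are not independent of its findings. Lists with at least 5 measured members were tested against all other genes with camera of limma 3.58.1, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. The share of counts from the 13 protein genes of the mitochondrial genome was compared by an exact two-sided permutation test, and as an alternative by exchanging the conditions within same-numbered pairs. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

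Genes were named by a rule with 3 parts. It took every gene that the paper's text names from its RNA sequencing, with the 13 mitochondrially encoded genes. It then took the 12 largest positive and the 12 largest negative Log_2_(FC) among genes past an adjusted *p* of 0.05 with a mean of at least 2 CPM and no overlap between the groups, a part that 0 genes met in edgeR. Last, in each list described, it took up to 4 members per direction with the smallest adjusted *p*, and the markers of other cell types with the highest mean CPM.

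The alternatives were DESeq2 size factors, library totals alone or TMM without the mitochondrially encoded genes as the scaling, no filter on low counts or at least 10 counts in every sample, DESeq2 1.42.0 and limma-voom as the test, the replicate number as a block, each library left out in turn, no fold change threshold, an estimated correlation between genes for the lists, preranked enrichment with fgsea 1.28.0 on DESeq2 statistics, and for the mitochondrial share other numerators and denominators. Leaving out FS CTR replicates 3 and 4 together was added after seeing that these libraries stood apart.

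Both conditions carry replicate numbers 1 to 4. Whether the numbers pair the samples was checked from the correlation of the deviations of same-numbered libraries from their group means, which was 0.352, 0.221, 0.154 and 0.226 for numbers 1 to 4. All 4 lie above a cutoff of 0.1, so the numbers were taken as pairs, although FS CTR or FS DSS replicate 3 correlated with a differently numbered library of the other condition at 0.188. No source used here says what the numbers stand for. These correlations were first seen together with the calls of the fits with and without the block, so the check was not made blind to them. The cutoff and the comparison without the block as the main result had been set before. The filter on low counts in the fit with the block was changed to that of the fit without it after the calls of both had been seen. One other grouping of the libraries, by how they separated in the data, was tried once as a block and its result is not used here.

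The edgeR comparison was tested on simulated data with the means and library sizes of these samples and 200 changed genes. With the spread of the real data, 64% of the genes changed 2-fold and 93% of those changed 4-fold were recovered, with 6 false calls among 12641 genes. These shares describe the simulated data only and need not hold for the real libraries, where 0 of 12729 genes passed in edgeR. There the mitochondrially encoded genes had Log_2_(FC) from -3.94 to -2.63, but adjusted *p* values from 0.0898 to 0.105. Whether deviations shared by many genes of a library lower the recovery was not tested. Genes that share reads with near-identical copies, among them the mitochondrially encoded genes and ribosomal protein genes, have uncertain values. Gene sets of public databases and the paper's Supplementary Datasets were not used here, and other experiments of the paper were not analysed here. Values of some genes that the rule takes are not reported here.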

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

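Tests chosen only after the result was seen were the 3 on mitochondrially encoded genes, the test of FS CTR replicates 3 and 4 on the number of genes past the thresholds, both tests on ribosomal and respiratory genes, and the splits at an adjusted *p* of 0.05, and leaving out FS CTR replicates 3 and 4 and the filter on low counts of the fit with the replicate number as a block were chosen then too.

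The 13 protein genes of the mitochondrial genome were lower under FS DSS than under FS CTR, where they took 38.7% and 33.3% of counts in replicates 3 and 4 but 5.10% and 6.98% in replicates 1 and 2. The tables argue against reads assigned to nuclear copies of these genes instead, since the share of the copies moved the same way, by -2.90 percentage points (FS DSS minus FS CTR). FS CTR replicates 3 and 4 alone may account for most of the difference, as without them the median Log_2_(FC) of the 13 genes was -0.365 and the difference in their share -1.48 percentage points. An effect of the FS DSS treatment cannot be told apart from a property of these control libraries, because 3 of 4 FS CTR libraries lay above the highest FS DSS library (6.35%) and replicate 1 below it. No batch or RNA quality is given for these libraries in the sources used here.

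Of the genes past the paper's thresholds, 71.6% were lower under FS DSS, and 10.4% with library totals alone as the scaling. Mitochondrially encoded genes taking counts from the rest were examined as the source of this excess of lower genes. With TMM factors and library sizes computed without them, 68.4% were still lower, a move of -3.19 percentage points. That rescaling cannot decide, because it moved the median of all genes by only 0.014. The higher share of these genes under FS CTR would lower the other genes there, not under FS DSS, which is the opposite of this excess. Library totals alone do not correct for that share. The excess of lower genes did not rest on FS CTR replicates 3 and 4 alone, as 378 genes were higher and 701 lower without them. Whether these libraries are the source of the single genes called cannot be told apart. The number of genes without them was 94.2% of that with them, but only 436 of the 1146 genes were among them. A bias by gene length may contribute and stays open, as Log_2_(FC) and the length of the longest transcript had a Spearman correlation of 0.335 across genes, which are not independent replicates (0.334 with the replicate number as a block, 0.152 without FS CTR replicates 3 and 4, with a length for 97.9% of genes). Longer transcripts thus tended to be higher under FS DSS, and the lists that were higher were not compared with genes matched on length. The FS DSS treatment stays open too, as untested.

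Genes of ribosomal proteins, which the paper does not discuss, were lower as groups under FS DSS, with 79 of 80 cytosolic ones negative (median -0.75, adjusted *p* = 3.56e-27 from camera, adjusted *p* = 0.317 with an estimated correlation; 73 lower when adjusted over the list alone) and 72 of 76 mitochondrial ones (median -0.36, adjusted *p* = 1.51e-15, adjusted *p* = 0.317 with an estimated correlation; 41 lower over the list alone; with library totals alone the medians lay -0.65 and -0.31 from that of all genes). With the nuclear genes of the respiratory complexes they make 230 genes with a median of -0.55. Whether short transcripts are the whole source cannot be told apart. This median lay -0.422 from the mean of 1000 sets of other genes matched on level and longest annotated transcript, whose medians averaged -0.132 with an SD of 0.0242. The longest annotated transcript need not be the expressed one, and how closely the sets matched was not checked. FS CTR replicates 3 and 4 alone are argued against, since the median of the 230 genes without them was -0.367, although that of the cytosolic list was then -0.47. An effect of the FS DSS treatment is a hypothesis that stays open, beside transcript length, and beside RNA quality, which was not tested.

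Other splits of the 8 libraries into 4 and 4 did not exclude chance for the number of genes at the paper's thresholds or for the number of lists. At an adjusted *p* of 0.05 the real split gave 0 genes in edgeR, with 1346 higher and 1704 lower at an unadjusted *p* under 0.05 and 652 and 777 past the adjusted threshold in DESeq2. All 35 splits give at least 0, so this count says nothing about chance, and the highest other gave 453. At the paper's thresholds the real split gave 1146 genes, 2 of 35 splits, the real one among them, gave as many and the highest other gave 1482. Of the lists 31 passed, 2 of 35 splits, the real one among them, gave as many and the highest other gave 32. The split with 453 and 1482 genes sets replicates 1 and 2 of both conditions against replicates 3 and 4, which points to a structure of the samples that goes with the replicate numbers. With the numbers taken as pairs, 8 splits, the real one among them, part all 4 pairs, and the highest of the others gave 0 genes at the adjusted threshold, 548 at the paper's thresholds and 27 lists. So few splits cannot exclude chance even where the real one ranks first. The split by replicates 1 and 2 against 3 and 4 keeps all 4 pairs together. With the replicate number as a block, 77 genes were higher and 193 lower at an adjusted *p* of 0.05.

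One library lay far from the other 3 of its group for *Prss12*, *Pappa* and *Adam15* under FS CTR and for *Adamts15* under FS DSS, where its gap to the nearest library was 0.893, 0.833, 0.966 and 0.835 of the whole range, above Dixon's critical value for 4 samples. These were 4 of 120 groups examined, and chance gives about 1 in 20.

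Further lists that the paper does not discuss passed an adjusted *p* of 0.05 from camera, and each lost it with an estimated correlation between genes. Colonocyte markers were lower, with 20 of 25 negative, a median of -0.45 and an adjusted *p* of 0.0125 (adjusted *p* = 0.588 with an estimated correlation, 0.265 without FS CTR replicate 4, 0.0506 without FS DSS replicate 4, 0.881 with a median of -0.035 without FS CTR replicates 3 and 4, and a median of 0.017, -0.29 from that of all genes, with library totals alone). Enteroendocrine markers were higher, with 19 of 24 positive, a median of 0.44 and an adjusted *p* of 0.00386 (adjusted *p* = 0.485 with an estimated correlation, 0.063 with library totals alone, 0.881 with a median of -0.059 without FS CTR replicates 3 and 4, and medians of 0.29, 0.28 and 0.23 without FS CTR replicate 3, FS CTR replicate 4 or FS DSS replicate 2). For tuft cell markers 9 of 12 were negative, with a median of -0.67 and an adjusted *p* of 0.0174 (adjusted *p* = 0.317 with an estimated correlation, and medians of -1.08 with no filter on low counts and -1.15 in DESeq2). Markers of regenerative, fetal-like epithelium were higher, with 27 of 34 positive, a median of 0.31 and an adjusted *p* of 2.49e-05 (adjusted *p* = 0.317 with an estimated correlation). Of 41 genes of dividing cells 38 were negative, with a median of -0.34 and an adjusted *p* of 0.0204 (adjusted *p* = 0.749 with an estimated correlation; 0.399, 0.276, 0.057 and 0.76 without FS CTR replicate 1, FS CTR replicate 2, FS DSS replicate 3 or FS DSS replicate 4, with medians of -0.094, -0.14, -0.27 and -0.092, and medians of -0.54, -0.54 and -0.77 without FS CTR replicate 4, FS DSS replicate 1 or FS CTR replicates 3 and 4). Small intestine and Paneth cell markers were lower, with 10 of 13 negative, a median of -1.78 and an adjusted *p* of 0.016 (adjusted *p* = 0.317 with an estimated correlation, 0.159 with a median of -0.22 over genes with at least 10 counts in every sample, 0.0621 without FS CTR replicate 1, and medians of -0.45 with no filter, -0.62 in DESeq2, -1.04 without FS CTR replicate 3 and -0.37 without FS CTR replicates 3 and 4). Genes of antimicrobial and epithelial defence had 16 of 18 negative, a median of -0.69 and an adjusted *p* of 0.0161 (adjusted *p* = 0.342 with an estimated correlation, and 0.719 with a median of 0.00039 without FS CTR replicates 3 and 4). YAP targets were higher, with 16 of 20 positive, a median of 0.55 and an adjusted *p* of 6.73e-05 (adjusted *p* = 0.317 with an estimated correlation). Of 33 genes of the actin cytoskeleton 23 were positive, with a median of 0.15 and an adjusted *p* of 0.0179 (adjusted *p* = 0.416 with an estimated correlation, 0.121, 0.0622 and 0.0506 without FS CTR replicate 1, FS CTR replicate 2 or FS DSS replicate 4, the last with a median of 0.098, and a median of 0.23 without FS CTR replicates 3 and 4). Over all genes 0 members of these lists passed an adjusted *p* of 0.05 in edgeR, and adjusted over the list alone 1 colonocyte, 0 tuft, 0 dividing, 7 small intestine and Paneth, 2 antimicrobial and 1 actin genes were lower and 1 enteroendocrine, 7 regenerative, 9 YAP and 5 actin genes higher.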

How the results depend on the processing

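Leaving out FS CTR replicates 3 and 4 was added after seeing the data, and the filter on low counts of the fit with the replicate number as a block was changed then. At an adjusted *p* of 0.05, where edgeR called 0 genes, higher and lower genes numbered 652 and 777 in DESeq2, 77 and 193 with the replicate number as a block, 1 and 1 with library totals alone and 4 and 1 without FS CTR replicates 3 and 4. They ran from 0 to 497 and from 0 to 684 with one library left out, the most without FS CTR replicate 1, and were 0 with DESeq2 size factors, TMM without the mitochondrially encoded genes, limma-voom and both other filters. At the paper's thresholds the 326 higher and 820 lower genes became 1273 and 148 with library totals alone, 1346 and 1704 with no fold change threshold, and 177 (without FS DSS replicate 4) to 612 (without FS CTR replicate 1) and 580 to 1069 with one library left out. Under the other alternatives they stayed within 1.5 times. Of the lists 15 passed as higher and 16 as lower, compared with 0 and 0 with an estimated correlation between genes and 13 to 19 and 12 to 19 under the other alternatives. The difference in the mitochondrial share ran from -21.8 percentage points without FS CTR replicate 1 to -10.6 without FS CTR replicate 3 with one library left out, and was -1.48 without FS CTR replicates 3 and 4. At an adjusted *p* of 0.05 the block changed no other call reported beyond the genes and lists given with it. At an unadjusted *p* of 0.05 in edgeR it took the 13 mitochondrially encoded genes, *Adamts1*, *Ctsh* and *Tgfb1* above the threshold and *Capn8*, *Serpinb5*, *Bdnf* and *Slc16a3* under it, among the genes that the paper names and the mitochondrially encoded ones. Of 55 named genes tested, 51 kept their sign under all 17 alternatives in which they had a value. *Prss32* turned to 0.11 with library totals alone, a shift shared by all genes, from whose median it lay -0.19, *Slc28a2* to 0.48 and *Slc15a1* to 0.15 without FS CTR replicates 3 and 4, and *Adam15* to -0.071 without FS DSS replicate 4, with 0.11 as its highest value with one library left out. Of the named genes, 33 passed the adjusted threshold in DESeq2, 21 without FS CTR replicate 1 and 3 with the block. For the other changes the cause was not tested. Depth limits the low genes, as *Adamts16*, *Serpinb2* and *Gnrh1* fell under the filter, and 51 named genes had at least 10 counts in every sample.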

Differences from the paper's values

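For *Adam15* the paper shows a Log_2_(FC) of about -0.91 in Fig. 7B, read by eye, and the value here was 0.036, a difference that remained under every alternative set before the data were examined. For *Ctsh* the paper shows about 0.46 in Fig. 7C, read by eye, and the value here was 0.24. Values were taken to differ where they lay apart by more than the standard error of the Log_2_(FC) under the same setting, which was 0.092 for *Ctsh* and 0.11 for *Serpinb5* in edgeR with TMM scaling and all libraries. This error served only as a distance, since it measures spread between samples, not the error of a reading by eye or of other processing. The value of *Ctsh* came within this distance only with library totals alone (0.55), which raised the median of all genes by 0.33, and it lay 0.25 from that median. For *Serpinb5* the paper shows about 0.35 in Fig. S10, read by eye, and the value here was 0.22. It came within the standard error of the paper's value with library totals alone (0.52, 0.22 from the median of all genes), TMM without the mitochondrially encoded genes, no filter on low counts and DESeq2, and without FS CTR replicate 1, FS CTR replicate 2, FS DSS replicate 3 or FS DSS replicate 4. It did not with DESeq2 size factors, at least 10 counts in every sample, limma-voom or the replicate number as a block, nor without any of the other 4 libraries.

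The paper names *Adamts16*, *Serpinb2* and *Gnrh1* among the changed genes, and they did not pass the filter on low counts here. With no filter their Log_2_(FC) were -2.61, 1.73 and -2.50, and they were then at an unadjusted *p* under 0.05 in edgeR, as they were in DESeq2, and *Adamts16* also without FS CTR replicate 3 or any one FS DSS replicate. Other genes that the paper calls were above an unadjusted *p* of 0.05 in edgeR and under it in some alternatives. *Prss32* was under it without FS CTR replicate 1, *Adamts13* in DESeq2 and without FS CTR replicate 1 or FS DSS replicate 2, and *Adamts10* without FS CTR replicate 4 or FS DSS replicate 3. *Capn8* was so in DESeq2, with at least 10 counts in every sample, with the block and without FS CTR replicate 3 or 4, *Serpinb5* with the block, and *Serpine2* in DESeq2, with library totals alone, with no filter and without FS DSS replicate 1 or 2. *Bdnf* was so in DESeq2 and limma-voom, with library totals alone, TMM without the mitochondrially encoded genes, no filter and the block, and without FS CTR replicate 4, FS DSS replicate 1 or FS DSS replicate 2. *Slc28a2* was so without FS CTR replicate 1 or 2, *Slc15a1* without either of these or FS DSS replicate 1, and *Slc16a3* without any one of the same 3 libraries, in DESeq2 and with the block. No alternative brought *Adam15* under it. Leaving out FS CTR replicates 3 and 4, which was chosen after seeing the values, also brought *Adamts10*, *Adamts16*, *Capn8*, *Serpinb2* and *Bdnf* under it, and took 20 of the 44 named genes under it above it, 12 of them mitochondrially encoded.

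The paper reports gene sets of public databases, and the lists used here are other lists on the same subjects. It gives hypoxia genes as higher under FS DSS, where the list here had a median of -0.11 (adjusted *p* = 0.351 from camera; -0.016 without FS CTR replicates 3 and 4) that no alternative called. Adipogenesis genes, which it gives as lower, had a median of -0.11 (adjusted *p* = 0.547), and neurotrophin and PDGF genes, which it gives as higher, had medians of -0.11 (adjusted *p* = 0.99) and 0.11 (adjusted *p* = 0.182), and no alternative called these either. Wnt genes, which it gives as higher, had a median of 0.11 (adjusted *p* = 0.153) and passed as higher over genes with at least 10 counts in every sample (0.0312) and without FS CTR replicate 1 (0.0418), with a median of 0.056 without FS CTR replicate 4. Protein degradation by the proteasome is higher in the paper, while proteasome subunits had a median of -0.13 here (adjusted *p* = 0.0606) and passed as lower with no filter on low counts (0.046), limma-voom (0.0459), the block (0.0205), preranked enrichment (0.0296) and without FS CTR replicate 1 or FS DSS replicate 2, 3 or 4, but had a median of -0.073 without FS DSS replicate 1 (adjusted *p* = 0.824), -0.082 without FS CTR replicate 4 (adjusted *p* = 0.225) and -0.023 without FS CTR replicates 3 and 4 (adjusted *p* = 0.711), and 0.23 with library totals alone, -0.077 from that of all genes. Autophagy genes, which the paper gives as higher, had a median of 0.094 (adjusted *p* = 0.0824) and passed as higher in DESeq2 (0.0287), by preranked enrichment (0.0102), with library totals alone (0.0413), without FS CTR replicate 3 (0.0425) or 4 (0.029), and without both (0.00622), a choice made after seeing the values.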

Other observations

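Beyond the genes that the paper discusses, markers of epithelial cell states had positive and negative Log_2_(FC) under FS DSS, and leaving out FS CTR replicates 3 and 4 was chosen after seeing the data, as was the filter on low counts of the fit with the replicate number as a block. Among markers of regenerative, fetal-like epithelium, *Anxa10*, an annexin gene, had a Log_2_(FC) of 1.26 (standard error 0.20, adjusted *p* = 0.0768) from edgeR's quasi-likelihood test, and *Clu*, which marks the revival stem cells of injured intestine, had 6493 ± 769 CPM (SD, n = 4) under FS DSS and 3616 ± 979 CPM (SD, n = 4) under FS CTR, with a Log_2_(FC) of 0.84 (0.54 without FS CTR replicates 3 and 4). *F3*, *Ctgf* and *Ankrd1* stand on this list and on that of YAP targets, *Ankrd1* at -2.42 (-0.67 without these libraries and -1.51 with the block), and the latter also held *Lats2* (0.62, adjusted *p* = 0.08) and *Ajuba* (0.65, adjusted *p* = 0.08), a pair of regulators of the Hippo pathway. *Msn*, which links actin to the cell membrane, had a value of 0.70 (adjusted *p* = 0.0893) and was higher in all 4 FS DSS libraries. The enteroendocrine hormone gene *Nts*, for neurotensin, had a value of 1.07 (adjusted *p* = 0.08). In the other direction stood *Guca2b*, the colonocyte peptide uroguanylin (-0.99, adjusted *p* = 0.08), *Trpm5*, a tuft cell channel (-1.10, adjusted *p* = 0.0992), *Cenpa*, a centromere histone of dividing cells (-0.76, adjusted *p* = 0.153), *Itln1*, the lectin intelectin (-2.85, adjusted *p* = 0.0768), *Pigr*, the receptor that carries IgA across the epithelium (-1.16, adjusted *p* = 0.08), and the ribosomal protein genes *Rps4x* (-0.66, adjusted *p* = 0.0768) and *Mrpl4* (-0.56, adjusted *p* = 0.08), each lower in all 4 FS DSS libraries. With the replicate number as a block, *Anxa10*, *Nts*, *Guca2b*, *Cenpa*, *Itln1*, *Pigr* and *Rps4x* passed an adjusted *p* of 0.05 (0.0377 to 0.0471), as did *Ang4* and *Gpx2* (0.0377 and 0.0479).

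Other lists did not pass an adjusted *p* of 0.05 from camera. Stem cell markers had a median of -0.26 over 13 genes (adjusted *p* = 0.28), with *Lgr5*, the marker of crypt base stem cells, at -1.37 and *Cd44* at 0.71. With one library left out the median ran from -0.40 without FS CTR replicate 4 to -0.09 without FS CTR replicate 1, and the list passed as lower without FS CTR replicates 3 and 4 (-0.60, adjusted *p* = 0.00921) and with library totals alone (-0.34 from all genes, adjusted *p* = 0.00975). Goblet cell markers had a median of -0.50 over 16 genes (adjusted *p* = 0.264), with the antimicrobial gene *Ang4* at -1.46 (adjusted *p* = 0.08) and *Fer1l6* at 1.01. Their median ran from -0.76 without FS DSS replicate 3 to -0.33 without FS CTR replicate 2 with one library left out, and the list passed as lower without FS DSS replicate 3 (adjusted *p* = 0.0224), without FS CTR replicates 3 and 4 (0.0174) and with library totals alone (0.00699). For 6 deep crypt secretory markers the median was -0.27 (adjusted *p* = 0.529; 0.0205 with no filter on low counts, 0.0365 in DESeq2 and 0.0174 without FS CTR replicates 3 and 4). It ran from -0.97 without FS DSS replicate 3 to -0.054 without FS CTR replicate 1 with one library left out, where the camera statistic was positive in the last case (adjusted *p* = 0.968). Interferon response genes had a median of 0.071 over 35 genes (adjusted *p* = 0.155), which ran from -0.047 without FS CTR replicate 2 to 0.21 without FS CTR replicate 4 with one library left out. The list passed as higher without FS CTR replicate 3 (0.0325) or 4 (0.00106), without FS CTR replicates 3 and 4 (0.37, adjusted *p* = 2.19e-08), with limma-voom (0.0332) and with library totals alone (0.0306). Genes of the integrated stress response had a median of 0.18 over 30 genes (adjusted *p* = 0.0606), with the amino acid transporter chain *Slc3a2* at 0.65 and *Gdf15* at 1.14. This list passed as higher with the replicate number as a block (0.04), limma-voom (0.0332), DESeq2 (0.00623), preranked enrichment (0.0072) and library totals alone (0.0413), and without FS CTR replicate 3 (0.02), FS CTR replicate 4 (0.0366), both (0.015), FS DSS replicate 1 (0.000203) or FS DSS replicate 2 (0.0265), but its median was 0.051 without FS DSS replicate 4 (adjusted *p* = 0.449), and 0.30 without FS DSS replicate 1. Medians were -0.09 for cholesterol synthesis (adjusted *p* = 0.351; from -0.17 without FS DSS replicate 2 to 0.027 without FS DSS replicate 4 with one library left out, and -0.21 with an adjusted *p* = 0.0133 without FS CTR replicates 3 and 4), -0.073 for NRF2 targets (adjusted *p* = 0.216; from -0.14 without FS CTR replicate 1 to -0.0098 without FS CTR replicate 4 with one library left out, and 0.077 without FS CTR replicates 3 and 4), among which the glutathione peroxidase gene *Gpx2* had a Log_2_(FC) of -0.81 (standard error 0.17, adjusted *p* = 0.08), and -0.05 for targets of the aryl hydrocarbon receptor (adjusted *p* = 0.826; -0.16 without FS DSS replicate 2, 0.0085, 0.028 and 0.079 without FS CTR replicate 4, FS DSS replicate 3 or FS DSS replicate 4, and 0.012 without FS CTR replicates 3 and 4). Nuclear genes of mitochondrial transcription and genome maintenance had a median of -0.077 (adjusted *p* = 0.137; 0.019 by preranked enrichment, 0.0261 without FS CTR replicate 4, with medians from -0.13 without FS CTR replicate 4 to -0.049 without FS DSS replicate 4 with one library left out, and 0.00622 without FS CTR replicates 3 and 4). With library totals alone these last 4 medians turned positive and lay -0.11, -0.023, -0.062 and -0.074 from that of all genes. Adjusted over the list alone, 1 stem cell, 1 goblet, 2 NRF2 and 1 fibroblast genes were lower, and 1 goblet, 1 fibroblast, 1 stress response and 1 aryl hydrocarbon receptor genes higher.

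Epithelial genes had high levels in both conditions. *Krt8*, a keratin gene, had 7714 ± 615 CPM (SD, n = 4) under FS DSS and 7127 ± 956 CPM (SD, n = 4) under FS CTR, the median of 12 pan-epithelial genes was -0.067 (adjusted *p* = 0.547 from camera; 0.085 without FS CTR replicates 3 and 4, from -0.12 without FS CTR replicate 1 to -0.0078 without FS CTR replicate 3 with one library left out, and -0.039 from the median of all genes with library totals alone, where it turned positive), and the goblet cell mucin *Muc2* had 477 ± 244 CPM (SD, n = 4) under FS DSS and 474 ± 365 CPM (SD, n = 4) under FS CTR (Log_2_(FC) 0.0074, and -0.73 without FS CTR replicates 3 and 4). Apart from *Mylk* and *Ly6g*, the markers of other cell types named here were low. By the mean over both conditions the most abundant fibroblast and endothelial ones were *Gsn* at 10.3 and 18.1 and *Vwf* at 1.48 and 1.79 CPM under FS DSS and FS CTR (*Gsn* with a Log_2_(FC) of -0.79, which turned to 0.48 without FS CTR replicates 3 and 4), the fibroblast marker *Fbln2* was at 11.9 and 4.06 CPM, the hemoglobin gene *Hba-a2* was at 0.083 and 0.0657 CPM, and the smooth muscle marker *Mylk*, which epithelium also expresses, at 61.7 and 62.1 CPM. *Ly6g*, listed for leukocytes, had 187 ± 92.3 CPM (SD, n = 4) under FS DSS and 175 ± 29.2 CPM (SD, n = 4) under FS CTR. The median was -0.63 for 6 fibroblast markers (adjusted *p* = 0.28; 0.0306 with library totals alone, and medians of -0.40 without FS CTR replicate 3 and -0.13 without FS CTR replicates 3 and 4), -0.51 for 5 endothelial markers (adjusted *p* = 0.119; 0.0255 without FS CTR replicate 3 and 0.00975 with library totals alone, and a median of -0.28 without FS DSS replicate 4) and 0.039 for 6 leukocyte markers (adjusted *p* = 0.876; from -0.26 without FS DSS replicate 4 to 0.12 without FS CTR replicate 4 with one library left out), which turned negative with the replicate number as a block, with limma-voom and without FS CTR replicate 1 or 2 or FS DSS replicate 2, 3 or 4. Smooth muscle, erythrocyte, neuron and glia, and MHC class II lists had 3, 0, 4 and 2 measured members, too few for the test in edgeR with the filter on low counts. In DESeq2, over more genes, these lists had adjusted *p* values from 0.691 to 0.997 and by preranked enrichment from 0.659 to 0.943, and the neuron and glia list had one of 0.532 without FS CTR replicates 3 and 4.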
